# Comparative transcriptome analysis in Arabidopsis *ein2*/*ore3* and *ahk3*/*ore12* mutants during dark-induced leaf senescence

**DOI:** 10.1093/jxb/ery137

**Published:** 2018-04-10

**Authors:** Jeongsik Kim, Su Jin Park, Il Hwan Lee, Hyosub Chu, Christopher A Penfold, Jin Hee Kim, Vicky Buchanan-Wollaston, Hong Gil Nam, Hye Ryun Woo, Pyung Ok Lim

**Keywords:** AHK3/ORE12, Arabidopsis, cytokinin, EIN2/ORE3, ethylene, microarray, senescence, transcriptomics

## Abstract

Leaf senescence involves degenerative but active biological processes that require balanced regulation of pro- and anti-senescing activities. Ethylene and cytokinin are major antagonistic regulatory hormones that control the timing and progression rate of leaf senescence. To identify the roles of these hormones in the regulation of leaf senescence in Arabidopsis, global gene expression profiles in detached leaves of the wild type, an ethylene-insensitive mutant (*ein2*/*ore3*), and a constitutive cytokinin response mutant (*ahk3/ore12*) were investigated during dark-induced leaf senescence. Comparative transcriptome analyses revealed that genes involved in oxidative or salt stress response were preferentially altered in the *ein2*/*ore3* mutant, whereas genes involved in ribosome biogenesis were affected in the *ahk3/ore12* mutant during dark-induced leaf senescence. Similar results were also obtained for developmental senescence. Through extensive molecular and physiological analyses in *ein2*/*ore3* and *ahk3/ore12* during dark-induced leaf senescence, together with responses when treated with cytokinin and ethylene inhibitor, we conclude that ethylene acts as a senescence-promoting factor via the transcriptional regulation of stress-related responses, whereas cytokinin acts as an anti-senescing agent by maintaining cellular activities and preserving the translational machinery. These findings provide new insights into how plants utilize two antagonistic hormones, ethylene and cytokinin, to regulate the molecular programming of leaf senescence.

## Introduction

Senescence in higher organisms is the final stage of development and occurs at the cellular, tissue, organ, and organismal level. Leaf senescence is an organ-level senescence that involves highly regulated reprogramming of gene expression and metabolism, which is required for an orderly breakdown of organelles and the remobilization of nutrients. This process thus constitutes an important phase in a plant’s life cycle contributing to its survival and sustainability (Lim *et al.*, 2007).

The onset and progression of leaf senescence must be under tight control, as premature leaf senescence can result in insufficient accumulation of photosynthetic materials, whereas delayed leaf senescence can cause inefficient utilization of nutrients needed for seed set and development of new organs. Although leaf senescence is developmentally controlled, the initiation and progression of leaf senescence are also affected by internal and external signals (Buchanan-Wollaston *et al.*, 2003; Yoshida, 2003; Lim *et al.*, 2007). For example, under stress conditions, plants employ premature leaf senescence as a defense mechanism, which induces early seed set.

Extensive reprogramming of gene expression is required for the drastic transition in metabolic processes during leaf senescence. Analyses of global gene expression profiles using microarray and RNA sequencing (RNA-Seq) approaches have been successful in elucidating the molecular mechanisms underlying leaf senescence (Lin and Wu, 2004; Buchanan-Wollaston *et al.*, 2005; van der Graaff *et al.*, 2006; Breeze *et al.*, 2011; Woo *et al.*, 2016). In agreement with the physiological changes during this process, genes related to macromolecule degradation, metabolite mobilization, and chlorophyll biosynthesis show temporal regulation. Expression of regulatory genes encoding transcription factors (TFs) and those involved in protein degradation, phosphorylation, and dephosphorylation also undergoes substantial changes. Additionally, genes involved in the biosynthesis, degradation, inactivation, and signaling pathways of hormones, such as ethylene, cytokinin, jasmonic acid (JA), salicylic acid (SA), auxin, abscisic acid, gibberellin, and brassinosteroid, are differentially expressed during leaf senescence.

Ethylene and cytokinin are key regulators of leaf senescence. Exogenous application of ethylene induces premature leaf senescence in *Arabidopsis thaliana* and tobacco (*Nicotiana tabaccum*) (Aharoni and Lieberman, 1979; Bleecker *et al.*, 1988). Direct involvement of ethylene in promoting leaf senescence was initially demonstrated using three ethylene-insensitive mutants, *ethylene resistant 1* (*etr1*), *ethylene insensitive 2* (*ein2*), and *ein3*, which exhibited greater leaf longevity than the wild type (Grbic and Bleecker, 1995). Additionally, forward genetic screening of loci controlling leaf senescence has shown that the *oresara3* (*ore3*) mutant is allelic to *ein2-1* (Oh *et al.*, 1997). The role of ethylene in leaf senescence has been further elucidated through the identification of a trifurcate feed-forward loop for age-dependent cell death involving *EIN2/ORE3*, *ORE1*, and *miR164* (Kim *et al.*, 2009). EIN3 is a TF that plays a key role in the ethylene signaling pathway downstream of EIN2 and promotes chlorophyll degradation by activating chlorophyll catabolic genes (Qiu *et al.*, 2015). Cytokinin is a major senescence-delaying plant hormone whose effects are particularly conspicuous during dark-induced senescence. Cytokinin levels decrease during leaf senescence, and exogenous application or overproduction of cytokinin delays senescence (Gan and Amasino, 1995; McCabe *et al.*, 2001). Genetic evidence for cytokinin involvement in leaf senescence has been provided by the analysis of Arabidopsis *LONELY GUY* genes (*AtLOG* genes), which encode cytokinin-activating enzymes. Ectopic overexpression of *AtLOG* genes slows the decline in chlorophyll content of leaves during dark-induced senescence (Kuroha *et al.*, 2009). The effect of cytokinin on leaf senescence is mediated by one of the cytokinin receptors, *Arabidopsis Histidine Kinase 3* (*AHK3*), whose gain-of-function mutant, *ore12-1*, was identified as a delayed leaf senescence mutant (Kim *et al.*, 2006).

In parallel with these molecular genetic studies, transcriptome analyses of genetic mutants have been performed to dissect the role of hormone signaling pathways during leaf senescence (Kim *et al.*, 2006; Yu *et al.*, 2016). However, little is known about the mechanisms by which a plant co-ordinates different hormonal signaling pathways to regulate leaf senescence. Since leaf senescence is controlled by a complex crosstalk of hormone signaling pathways, the identification of key senescence-specific pathways mediated by hormone signaling factors, such as EIN2/ORE3 and AHK3/ORE12, is very difficult. Moreover, the altered gene expression in mutants defective for senescence regulators can be largely attributed to the effect of the delayed or early senescence phenotype, which might lead to misleading conclusions.

In this study, we focused on addressing the regulatory mechanisms governing ethylene and cytokinin signaling pathways by comparing the time-course profiles of global gene expression during dark-induced leaf senescence in the wild type, the ethylene-insensitive mutant *ein2*/*ore3*, and the constitutive cytokinin response mutant *ahk3*/*ore12*. The results showed that while EIN2/ORE3 and AHK3/ORE12 share common target genes that modulate leaf senescence, they also mediate stress response and cellular maintenance processes, respectively, by regulating distinct sets of targets. We also propose distinct roles for EIN2/ORE3 and AHK3/ORE12: the former is involved in transcriptional regulation of stress responses, whereas the latter is involved in the transcriptional maintenance of the translational machinery. Collectively, this study suggests a molecular framework for antagonistic regulation of leaf senescence by EIN2/ORE3 and AHK3/ORE12, two key regulators of ethylene and cytokinin signaling, respectively.

## Materials and methods

### Plant material and growth conditions

*Arabidopsis thaliana* ecotype Columbia-0 (Col; wild type) was used in this study. The *ein2/ore3* and *ahk3/ore12* mutants have been previously described as *ein2-44*/*ore3-1* and *ore12-1*, respectively (Oh *et al.*, 1997; Kim *et al.*, 2006). Plants were grown in a growth room (Korea Instrument, Korea) under a long-day photoperiod (16 h light/8 h dark cycle) and 22 °C temperature.

### Leaf senescence assays

The third and fourth leaves of 3-week-old plants were harvested and floated on 3 mM MES (pH 5.7). The samples were incubated at 22 °C in the dark for up to 11 d. The photochemical efficiency of PSII (Lee *et al.*, 2016) and chlorophyll content (Vernon, 1960) of leaves were measured as described previously. For chemical- or plant hormone-mediated senescence assay, detached leaves were floated abaxial side up in 3 mM MES (pH 5.7) with or without 50 μM 1-aminocyclopropane-1-carboxylic acid (ACC; Sigma, USA), 0.2 μM 6-benzylaminopurine (BA; Sigma, USA), 100 mM sodium chloride (Samchun, Korea), or 10 mM hydrogen peroxide (Junsei, Japan). All treatments were performed at 22 °C in the dark. Photochemical efficiency and chlorophyll content were measured as described above. For developmental leaf senescence assays, the third and fourth rosette leaves at the indicated leaf age were harvested from individual plants and used for measurements of chlorophyll content, photochemical efficiency, and gene expression. Leaves used for gene expression and microarray experiments were harvested 4 h into the subjective day.

### Gene expression analysis

Total RNA was isolated from leaves of Col, *ein2*/*ore3*, and *ahk3*/*ore12* plants using WelPrep™ Total RNA Isolation Reagent (Welgene, Korea) and used for cDNA synthesis employing the ImProm II™ Reverse Transcriptase System kit (Promega, USA). Quantitative real-time PCR (qPCR) was performed using SYBR Premix Ex-*Taq* (Enzynomics, Korea) and the CFX96 Touch Real-Time PCR Detection System (Bio-Rad, USA). Fold changes in gene expression were calculated using the C_T_ method relative to their initial expression in leaves of each genotype at day 0 (before dark incubation) in dark-induced leaf senescence or 12 days after leaf emergence (DAE) in developmental leaf senescence and normalized against *Actin-2* (*ACT2*). Primers used for qPCRs are listed in Supplementary Table S1 at *JXB* online.

### Microarray experiments

Microarray experiments were carried out in two biological replicates using the third and fourth leaves of Col, *ein2*/*ore3*, and *ahk3*/*ore12* incubated in the dark for 0–3 d. Total RNA was isolated using a Welprep™ Total RNA Isolation Reagent (Welgene, Korea). A 10 µg aliquot of total RNA was used for cDNA synthesis using the SuperScript double-stranded cDNA synthesis kit (Invitrogen), followed by Cy3 labeling and hybridization according to NimbleGen protocols. Arrays (Athal_TAIR9_exp_H12; NimbleGen Gene Expression 12 × 135K platform) were scanned using the NimbleGen MS 200 Microarray Scanner. Array data export and analysis were performed using NimbleScan v2.5 based on the RMA algorithm. Log_2_ intensities of probes were normalized using the quantile method. Data sets are available in the NCBI GEO database (GSE99754).

### Identification of differentially expressed genes (DEGs), gene ontologies (GOs), and network densities

The expression level of a gene was calculated by adding the expression levels of all transcript variants obtained from the time-course microarrays. Expression data were imported into and analyzed using BRB ArrayTools (version 4.3.2 and R version 3.0.1; http://linus.nci.nih.gov/BRB-ArrayTools.html). Genes that were differentially expressed over time in Col were selected by ANOVA [false discovery rate (FDR) <0.05] using the ‘Time course analysis’ plug-in. Temporal gene expression profiles in Col were clustered using Short Time-series Expression Miner (STEM) software, based on the STEM clustering algorithm (Ernst and Bar-Joseph, 2006). The genes that were differentially expressed in *ein2*/*ore3* or *ahk3*/*ore12* leaves relative to Col leaves were determined using two-way ANOVA (FDR <0.05) using the ‘ANOVA for Fixed Effects Model’ plug-in, with genotype (Col versus *ein2*/*ore3* or Col versus *ahk3*/*ore12*) and time (0, 1, 2, and 3 d) as factors of variation.

GO annotation of DEGs was performed using the BiNGO 3.03 (Maere *et al.*, 2005) plug-in tool in Cytoscape version 3.22 with GO_Biological_Process, GO_Molecular_Function, and GO_Cellular_Component categories. Over-represented GO categories were identified using a hypergeometric test and Benjamini and Hochberg FDR correction (*P*<0.05) (Benjamini and Hochberg, 1995). The enrichment scores were displayed as –log_10_(*P*). The function and localization of genes involved in processes such as ‘ribosomal proteins’ and ‘protein synthesis/ribosome biogenesis’ were obtained from MAPMAN mapping files (Ath_AGI_LOCUS_TAIR10_Aug2012).

A TF co-expression network was generated using 184 differentially expressed TFs (DE-TFs) during dark-induced leaf senescence, based on Pearson’s correlation coefficient (Pcc; cut-off ≥0.99) for gene pairs of DE-TFs over time. The TF list was obtained from plant Transcription Factor Database V3.0 (Jin *et al.*, 2014). Network density was determined from the ratio of the observed number of edges to all possible edges within the network node.

## Results

### Experimental system

Although ethylene and cytokinin have long been known to induce and delay senescence, respectively, complicated crosstalk between these two hormones has made it difficult to elucidate how their antagonistic functions co-ordinate leaf senescence. In an effort to unravel the role of these two hormones in the regulation of leaf senescence, we utilized ethylene and cytokinin signaling mutants of Arabidopsis, *ein2*/*ore3* and *ahk3*/*ore12*, respectively. Both mutants show a delayed leaf senescence phenotype; *ore3*, which is allelic to *ein2*, is an ethylene-insensitive mutant, while *ore12* is a gain-of-function mutant of *AHK3* with a constitutive cytokinin response. We adopted dark-induced senescence in detached leaves as an assay to investigate changes in the physiology and global gene expression profiles of *ein2*/*ore3* and *ahk3*/*ore12* mutants during leaf senescence, as dark incubation of leaves is known to induce rapid and synchronous senescence (Liebsch and Keech, 2016).

### Effects of ethylene and cytokinin on dark-induced leaf senescence in *ein2/ore3* and *ahk3/ore12*

As a first step toward comparison of senescence responses controlled by EIN2/ORE3 and AHK3/ORE12, dark-induced senescence phenotypes were monitored in leaves of Col, *ein2*/*ore3*, and *ahk3*/*ore12* plants. Third and fourth rosette leaves were detached from 3-week-old plants and incubated in the dark for up to 11 d. Leaf chlorophyll content and *F*_v_/*F*_m_-based photochemical efficiency of PSII were measured at the indicated times to monitor the progression of senescence. As a result of dark treatment, Col leaves started changing color and became pale green by 3 days after treatment (DAT), and completely yellow and/or transparent by 5 DAT, whereas *ein2*/*ore3* and *ahk3*/*ore12* leaves remained intact up to 9 DAT (Fig. 1A). Similarly, the chlorophyll content of Col leaves declined rapidly to 54.9% by 3 DAT and to 6.1% by 5 DAT of the initial chlorophyll level. In contrast, *ein2*/*ore3* and *ahk3*/*ore12* leaves retained 32.5% and 42.4% of their initial chlorophyll content at 7 DAT, respectively (Fig. 1B). The decline in the *F*_v_/*F*_m_ ratios of leaves showed a similar trend to that exhibited by the chlorophyll content (Fig. 1C). These results show that delayed senescence phenotypes of *ein2*/*ore3* and *ahk3*/*ore12* are comparable at the physiological level.

**Fig. 1.**
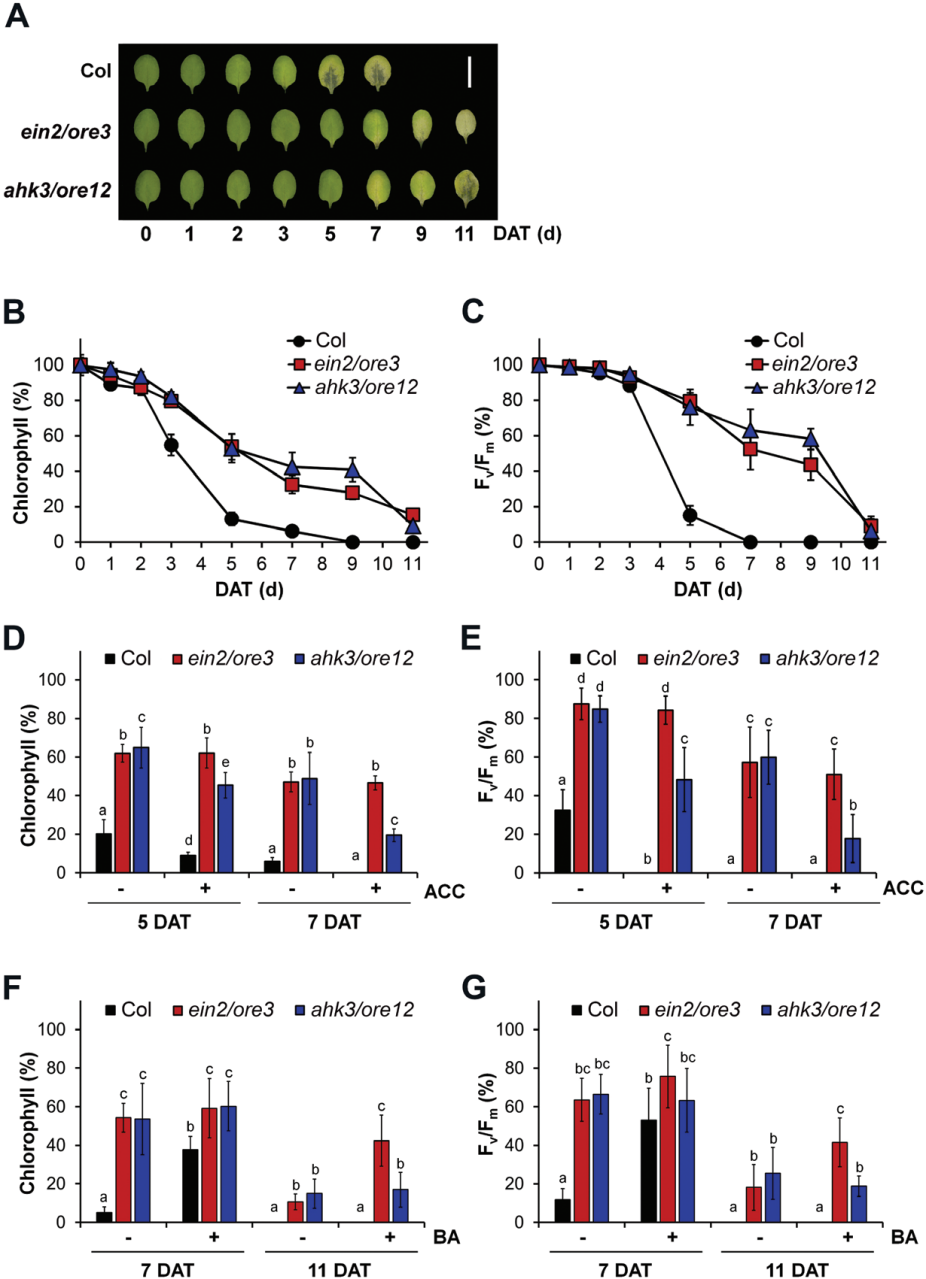
Effects of ethylene and cytokinin on dark-induced leaf senescence in Col, *ein2*/*ore3*, and *ahk3*/*ore12.* (A) Representative images, (B) chlorophyll content, and (C) photochemical efficiency of PSII (*F*_v_/*F*_m_) of Col, *ein2*/*ore3*, and *ahk3*/*ore12* leaves incubated in the dark for the specified number of days (d; DAT). Scale bar=1 cm. Data represent the mean ±SE (*n*=12). (D–G) Chlorophyll content (D, F) and photochemical efficiency of PSII (*F*_v_/*F*_m_; E, G) of leaves treated with 50 μM ACC (D, E) or 0.2 μM BA (F, G) in the dark for the specified number of days. ACC, 1-aminocyclopropane-1-carboxylic acid; BA, 6-benzylaminopurine; –/+, mock and hormone treatment. Data represent the mean ±SE (*n*=6). Statistical analyses were performed using one-way ANOVA, followed by Duncan post-hoc tests for multiple comparisons. Means with different letters above the bars indicate statistically significant results (*P*<0.05). Similar results were obtained in three independent trials.

To verify that delayed leaf senescence phenotypes of *ein2*/*ore3* and *ahk3*/*ore12* mutants were the result of aberrant ethylene and cytokinin signaling, respectively, the effect of hormone application was evaluated in the dark. Leaves were treated with ACC (an immediate biosynthetic precursor of ethylene) and BA (a synthetic cytokinin) (Fig. 1D–G). Exogenous treatment of leaves with ACC in the dark accelerated the decline in the chlorophyll content and *F*_v_/*F*_m_ ratio in Col and *ahk3*/*ore12*, in comparison with the dark-only condition. However, the chlorophyll content and *F*_v_/*F*_m_ ratio of dark-incubated *ein2*/*ore3* leaves treated with ACC were comparable with those without ACC treatment (Fig. 1D, E). On the other hand, exogenous BA treatment effectively antagonized the reduction in chlorophyll content and the *F*_v_/*F*_m_ ratio by dark incubation in *ein2*/*ore3* as well as Col leaves, but failed to antagonize their reduction in *ahk3*/*ore12* leaves (Fig. 1F, G). These results indicate that delayed senescence responses in *ein2*/*ore3* and *ahk3*/*ore12* are mainly due to ethylene- and cytokinin-mediated signaling, respectively.

### Temporal profiling of transcripts during dark-induced leaf senescence

To understand how plants co-ordinate ethylene and cytokinin signaling pathways to regulate leaf senescence, kinetic transcriptome profiling during leaf senescence is crucial. Therefore, a time-course microarray analysis was conducted using Col, *ein2*/*ore3*, and *ahk3*/*ore12* leaves incubated in darkness for 0, 1, 2, and 3 d. 

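Leaves of Col, ein2/ore3 and ahk3/ore12 at 0, 1, 2 and 3 DAT were hybridized to 24 single-channel NimbleGen arrays, with 2 replicates in each of 12 conditions. Per the labels, plants were 21 d old, leaves were 12 DAE, and the 12 arrays of each replicate number shared a slide. The deposited tables hold the authors' RMA-normalized intensity on a linear scale for transcript variants, each measured by 1 to 4 probes. As in the methods, the intensities of the variants of a gene were added, and the log2 of the sum was taken, which gave 32627 genes, 29025 of them with 1 variant. The summed intensity was 72581116 on the array of ein2/ore3 at 2 DAT replicate 2 and between 77974241 and 80117825 on the others, and the lower array was kept as deposited. Pearson's correlation between replicates, taken across genes, ranged from 0.965 (Col at 1 DAT) to 0.995 (ein2/ore3 at 1 DAT), and the number of arrays limits the precision of every value. A copy of Dataset S1 with 956 genes and the raw values of 17 arrays was used only to check these values. The differences between its values and the gene values had an SD of 0.0583 on the log2 scale as deposited, and 0.00313 after quantile normalization of the gene table. Dataset S1 thus does not carry the lowering of the ein2/ore3 2 DAT replicate 2 array, where all 956 genes were lower as deposited (median -0.18). Quantile normalization of the gene table was run here as an alternative only, so the main values differ from those of Dataset S1 in this respect.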

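EIN2 (AT5G03280), the gene mutated in ein2/ore3, was measured on all 24 arrays, with log2 values from 13.20 to 13.72. Its means (n = 2 arrays) at 0, 1, 2 and 3 DAT were 13.26, 13.66, 13.56 and 13.45 in Col, 13.28, 13.48, 13.42 and 13.51 in ein2/ore3, and 13.35, 13.71, 13.66 and 13.66 in ahk3/ore12. AHK3 (AT1G27320), which carries the gain-of-function mutation of ahk3/ore12, ranged from 12.59 to 13.25. Its means were 12.75, 13.06, 13.15 and 13.12 in Col, 12.64, 12.85, 13.06 and 13.24 in ein2/ore3, and 12.80, 12.76, 13.05 and 13.01 in ahk3/ore12. Neither transcript differed between a mutant and Col at any time point in limma (lowest adjusted p 0.123 for EIN2 and 0.303 for AHK3; standard errors of a difference 0.0929 and 0.112). ACT2 changed at 1, 2 and 3 DAT by 0.31, 0.25 and 0.30 in Col, 0.26, 0.17 and 0.27 in ein2/ore3, and 0.38, 0.48 and 0.53 in ahk3/ore12, and differed from Col in neither mutant at any time point (lowest adjusted p 0.278).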

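In limma's moderated F-test over the 4 time points of the 8 Col arrays, 5199 genes, 15.9% of the 32627, passed an FDR of 0.01. The methods' F-test at the same FDR passed 2572 genes, and the fit that pooled the spread of all 24 arrays 10373. The number also fell when 1 array was left out, to 1828 without Col 0 DAT replicate 1, 2735 without Col 2 DAT replicate 1, 2342 without Col 3 DAT replicate 1, 2113 without Col 0 DAT replicate 2, 2747 without Col 2 DAT replicate 2 and 2399 without Col 3 DAT replicate 2. By limma's contrasts against 0 DAT at FDR under 0.05, 4328 genes were higher and 4903 lower at 1 DAT, 5435 higher and 5849 lower at 2 DAT, and 6575 higher and 6293 lower at 3 DAT. Over all genes, the median log2 change was 0.13 at 2 DAT and 0.14 at 3 DAT. For the genes named next, the adjusted p is that of the moderated F-test over the 4 time points, not of the contrast of 3 against 0 DAT. The 3 largest rises from 0 to 3 DAT were those of SAG12 (AT5G45890; 8.47, adjusted p 3.8e-04), AT1G30700 (8.11, adjusted p 0.00797) and MIOX2 (AT2G19800; 7.87, adjusted p 1.0e-04). The 3 largest falls were those of GASA6 (AT1G74670; -8.17, adjusted p 1.1e-04), PRP4 (AT4G38770; -7.94, adjusted p 5.0e-05) and AT2G27385 (-7.93, adjusted p 4.6e-05). At their lower end all 6 lay low on the scale (5.21, 5.94 and 5.64 at 0 DAT, and 5.72, 6.51 and 5.90 at 3 DAT, in the order above), so that the sizes are lower bounds and the order is not firm.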

A total of 2684 DEGs, corresponding to 8.2% of the total genes analyzed, were identified during dark-induced senescence (FDR <0.01, time-series analysis; see Supplementary Dataset S1). From this dataset, we first assessed the molecular basis of functional changes associated with dark-induced leaf senescence in Col. These DEGs were categorized into eight major temporal expression clusters, of which four were comprised of genes that were down-regulated (D1–D4), and four were comprised of genes that were up-regulated (U1–U4) over time in response to dark (Fig. 2A). These eight main clusters with a significantly enriched pattern (*P*<0.05) comprised 2482 genes which accounted for ~92% of DEGs. 

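Each DEG was assigned to the 1 of 26 unit-step profiles with the highest Pearson's correlation with its mean log2 change. Clusters D1 to D4 held 3007 genes and U1 to U4 held 1562. The numbers of genes in D1, D2, D3 and D4 were 1384, 884, 544 and 195, and those in U1, U2, U3 and U4 were 674, 474, 275 and 139. At 1, 2 and 3 DAT, the median log2 changes of D1 were -1.82, -1.93 and -1.93, and those of D4 were -0.02, -0.98 and -1.83. The corresponding medians were 1.40, 1.48 and 1.46 in U1 and 0.09, 0.93 and 1.79 in U4. With 1 array left out, the lowest numbers per cluster were 545, 395 and 214 in D1, D2 and D3 and 39 in U3 without Col 0 DAT replicate 1, 70 in D4 without Col 3 DAT replicate 2, 176 and 106 in U1 and U2 without Col 0 DAT replicate 2, and 29 in U4 without Col 3 DAT replicate 1. The highest were 1453, 570, 332 and 236 in D1, U2, U3 and U4 without Col 1 DAT replicate 1, and 928 and 920 in D2 and U1 without Col 1 DAT replicate 2.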

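The 8 clusters comprised 4569 of the 5199 DEGs (87.9%), and 630 DEGs had other profiles. The share was lowest, 81.3%, for DEGs taken at FDR under 0.05, and lay between 86.8% and 91.5% when each Col array was left out in turn. No enrichment of the profiles was tested.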

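A change of at least 1 on the log2 scale at 1 DAT was shown by 2984 of the 5199 DEGs (57.4%), with a median size of change of 1.15, against a median largest change of 1.91 over the 3 time points. Limma's contrast of 1 against 0 DAT at FDR under 0.05 called 4415 of them (84.9%). With 1 array left out, the DEG list changed and the share with a change of at least 1 rose to 77.7% without Col 0 DAT replicate 1, 75.1% without Col 2 DAT replicate 1, 80.2% without Col 3 DAT replicate 1, 78.2% without Col 0 DAT replicate 2, 65.0% without Col 1 DAT replicate 2, 74.8% without Col 2 DAT replicate 2 and 78.6% without Col 3 DAT replicate 2. For DEGs at FDR under 0.05 it was 41.6%. By a measure chosen after the values were seen, the change at 1 DAT was at least 0.5 of the largest change for 3581 DEGs (68.9%).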

Although physiological changes of dark-incubated Col leaves were more pronounced at later time points (Fig. 1B, C), most of the DEGs started to show their expression change at 1 DAT (Fig. 2A). Only a small fraction of genes showed late responsiveness (D4, 3.7%; U4, 3.8%). These results indicate the relevance of transcriptional regulation during the early stage of dark-induced senescence.

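D4 held 3.75% and U4 2.67% of the 5199 DEGs. The largest move of the U4 share was to 4.56% without Col 1 DAT replicate 1 and to 1.24%, 1.54% and 1.89% without Col 3 DAT replicate 1, Col 3 DAT replicate 2 and Col 0 DAT replicate 2, respectively. Without single Col arrays, the D4 share lay between 2.92% (Col 3 DAT replicate 2) and 4.73% (Col 0 DAT replicate 2).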

**Fig. 2.**
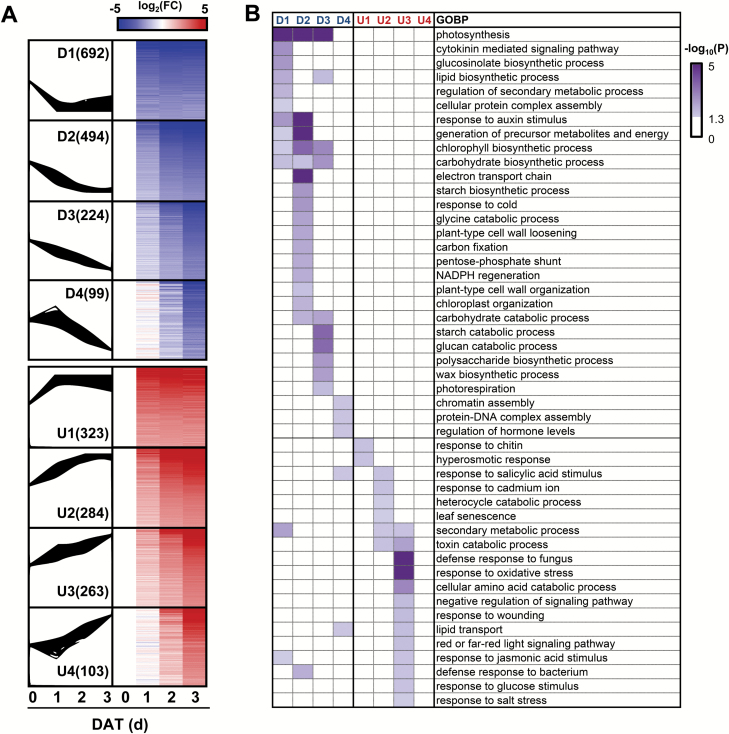
Clustering and functional classification of differentially expressed genes (DEGs) in Col during dark-induced leaf senescence. (A) Short time-series expression miner (STEM) clustering of DEGs in Col during dark-induced leaf senescence. Clusters D1–D4 comprise down-regulated genes (blue), whereas clusters U1–U4 comprise up-regulated genes (red). The number of genes in each cluster is indicated in parentheses. Auto-scaled log_2_(FC) values of gene expression in each cluster are shown in the box, and changes in gene expression relative to day 0 are shown as a heat map. FC, fold change. (B) Gene ontology biological processes (GOBPs) identified in the eight major clusters. The *P*-value is the significance of the GOBPs enriched by the DEGs in each cluster.

Next, the gene ontology biological processes (GOBPs) represented by the genes in these eight clusters were identified using BiNGO software. Overall, processes involved in biogenesis and maintenance of cellular machinery were predominant among the down-regulated clusters, whereas those involved in response to external stimuli and stress-related hormones were enriched in the up-regulated clusters (Fig. 2B). 

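Gene ontology annotation was not used here; genes were grouped by words in their names or symbols, and each group's log2 change from 0 to 3 DAT in Col was tested with limma's camera (preset correlation 0.01), adjusted over 33 tests. Of 11 groups, 4 were lower (photosynthesis, chloroplast RP, histones and auxin) and 1 was higher (WRKY). By fry, the same calls held, and the expansin, cytosolic RP and mitochondrial RP groups passed as well (adjusted p 7.0e-05, 0.0277 and 7.0e-05). With a correlation estimated between genes, only photosynthesis (adjusted p 0.0474) and chloroplast RP (0.0367) held. The expansins (38 genes) had a median of 0.11 and a mean of -1.01, which differ in sign (adjusted p 0.0594, 0.0141 without Col 3 DAT replicate 1, 0.0340 without Col 0 DAT replicate 2, and 0.0440 without either ahk3/ore12 2 DAT array). Medians of groups are given as measured; relative to the median of all genes, that of photosynthesis at 3 DAT was -2.79 and that of WRKY 0.53.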

In the D1 cluster, cellular assembly processes (biosynthetic process of lipid and protein complex) were mainly affected. Hormone-related processes such as the cytokinin-mediated signaling pathway and response to auxin signaling were another group of important biological processes enriched in DEGs in the D1 and/or D2 clusters. 

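The 139 genes with auxin-related names changed by medians of -0.19, -0.33 and -0.48 at 1, 2 and 3 DAT (camera at 3 DAT, adjusted p 3.5e-06), and 89 of them were lower at 3 DAT. The 65 genes with cytokinin-related names had medians of -0.08, 0.03 and 0.10 and a mean of -0.13 at 3 DAT, so that median and mean differed in sign, and were not called (adjusted p 0.707).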

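For 52 photosystem, light-harvesting and chlorophyll-binding genes, the median log2 change in Col was -1.13, -2.25 and -2.66 at 1, 2 and 3 DAT (camera at 3 DAT, adjusted p 2.6e-33), and 49 of the 52 genes were lower at 3 DAT. The 15 chloroplast RP genes of Table S1 changed by -1.47, -2.55 and -2.90 (adjusted p 8.8e-18).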

In the D2 and D3 clusters, energy metabolism (generation of precursor metabolites and energy, electron transport chain, starch biosynthesis, carbon fixation, and photorespiration) and cellular maintenance processes (cell wall and chloroplast organization) were preferentially affected. The late down-regulated cluster (D4) includes chromatin assembly processes. On the other hand, responses to the external stimuli and stress-related hormones were mostly up-regulated during dark-induced senescence (Fig. 2B). For example, responses to chitin and cadmium were found in the U1 and U2 clusters, respectively, and responses to oxidative stress, wounding, pathogen, glucose, and salt were greatly enriched in the U3 cluster. 

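The 29 histone genes were higher by a median of 0.33 at 1 DAT and changed by -0.41 and -0.56 at 2 and 3 DAT (camera at 3 DAT, adjusted p 0.00723), with 17 genes lower and 12 higher at 3 DAT. This call was lost with an estimated correlation (adjusted p 0.5004).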

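WRKY genes (72) rose by medians of 0.35, 0.41 and 0.66 at 1, 2 and 3 DAT (camera at 3 DAT, adjusted p 4.0e-04), and 56 of them were higher at 3 DAT. Peroxidases (34 genes; 0.38 at 3 DAT, adjusted p 0.325) and glutathione S-transferases (45 genes; 0.34, adjusted p 0.311) had positive medians that were not called.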

GOBPs of response to SA and JA were enriched in U2 and U3 clusters, respectively. In addition, catabolic processes (heterocycle, toxin, and amino acid catabolic processes) were found as another major GOBP associated with genes in the U2 and U3 clusters. Collectively, dark-induced leaf senescence accompanies massive transcriptional changes of the genes involved in a variety of functional processes that would be temporally co-ordinated.

### Comparative transcriptome analysis in *ein2/ore3* and *ahk3/ore12* during dark-induced leaf senescence

To elucidate the role of ethylene and cytokinin signaling in dark-induced leaf senescence, comparative transcriptome analyses of *ein2*/*ore3* and *ahk3*/*ore12* mutants was performed. Of the 2482 DEGs in the eight main clusters, genes with altered expression in *ein2*/*ore3* and *ahk3*/*ore12* leaves were determined using two-way ANOVA (FDR <0.05). These genes were categorized into four groups: G1 (770), genes affected in both *ein2*/*ore3* and *ahk3*/*ore12* mutants; G2 (690) and G3 (149), genes affected in *ein2*/*ore3* and *ahk3*/*ore12* mutants, respectively; and G4 (873), genes with no significant change in either mutant (Fig. 3A, B). 

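A model of genotype and time without interaction was fitted with limma to the 16 arrays of Col and each mutant. Over all 32627 genes at FDR under 0.05, 6276 genes were altered in ein2/ore3 and 2936 in ahk3/ore12. For ahk3/ore12, the methods' F-test called 1266 genes and the F-test over the 4 differences 5696. The ein2/ore3 number stayed between 4552 and 7425 with each array left out in turn. The ahk3/ore12 number did not hold: it was 13 to 16 without any 1 of the Col or ahk3/ore12 arrays at 2 or 3 DAT of either replicate, which are 8 arrays (13 and 15 for Col replicate 1 and 2 at 2 DAT, 14 and 13 for ahk3/ore12 at 2 DAT, 16 for each Col array at 3 DAT, and 16 and 13 for ahk3/ore12 at 3 DAT), and 1854, 1152 and 899 without Col 1 DAT replicate 1, ahk3/ore12 1 DAT replicate 1 and ahk3/ore12 1 DAT replicate 2. It rose to 5227 without Col 0 DAT replicate 1. Most adjusted p of ahk3/ore12 lay close to the threshold, with 19 genes under 0.02, 1937 under 0.04, 3740 under 0.06 and 5803 under 0.1. In ein2/ore3 the numbers were 4245, 5775, 6744 and 8227. At an unadjusted p under 0.01 there were 4455 genes for ahk3/ore12 and 6348 for ein2/ore3.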

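The 3 genes highest in ein2/ore3 relative to Col over the time course were GolS3 (AT1G09350; log2 difference 4.42, adjusted p 0.00139), LTP3 (AT5G59320; 4.05, adjusted p 0.00184) and AT1G66100 (4.03, adjusted p 0.00193). The 3 lowest were RR16 (AT2G40670; -4.79, adjusted p 2.4e-04), AT5G38940 (-4.76, adjusted p 0.0035) and ORS1 (AT2G41230; -4.34, adjusted p 0.00152). RR16 lay low on the scale in ein2/ore3 at 1, 2 and 3 DAT (5.02, 4.67 and 5.21). AT5G38940 did so there at 0, 1, 2 and 3 DAT (5.14, 5.21, 4.95 and 5.24). The sizes for RR16 and AT5G38940 are therefore lower bounds, and the order is not firm. In ahk3/ore12, AT3G55920 (5.07, adjusted p 1.3e-10), AT3G55900 (4.76, adjusted p 0.00202) and ARR6 (AT5G62920; 4.41, adjusted p 0.0246) were highest, and AT3G28899 (-3.09, adjusted p 5.6e-08), AT3G55890 (-2.82, adjusted p 2.9e-04) and AT3G61930 (-2.61, adjusted p 0.0395) were lowest. AT3G28899 and the 3 neighbouring genes AT3G55890, AT3G55900 and AT3G55920 were offset from Col by at least 1 at every time point, 0 DAT included. AT3G55920 and AT3G55900 averaged only 6.83 and 6.52 on the log2 scale, so their sizes may be lower bounds as well.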

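Among the 4569 DEGs of the 8 clusters, 2512 were altered in ein2/ore3 and 1518 in ahk3/ore12, which gave 1156 genes in G1, 1356 in G2, 362 in G3 and 1695 in G4. Because G1 and G3 need a call in ahk3/ore12, G1 held 1 or 2 genes when any Col or ahk3/ore12 array of 2 or 3 DAT was left out (1 without Col 2 DAT replicate 1, ahk3/ore12 2 DAT replicate 1, Col 2 DAT replicate 2, ahk3/ore12 2 DAT replicate 2 and ahk3/ore12 3 DAT replicate 2, and 2 without Col 3 DAT replicate 1, ahk3/ore12 3 DAT replicate 1 and Col 3 DAT replicate 2). It held 679, 740, 539 and 424 genes without Col 1 DAT replicate 1, Col 0 DAT replicate 2, ahk3/ore12 1 DAT replicate 1 and ahk3/ore12 1 DAT replicate 2. G2 was 309 and 504 without Col 0 DAT replicate 1 and replicate 2, 2510 or 2511 without any ahk3/ore12 array of 2 or 3 DAT, and 2088 without ahk3/ore12 1 DAT replicate 2. G3 fell to 1 or 2 in the same 8 fits as G1, was 169 and 165 without Col 0 DAT replicate 1 and 2, and 145 and 122 without ahk3/ore12 1 DAT replicate 1 and 2, and rose to 575 without ahk3/ore12 0 DAT replicate 2, and G4 fell to 303, 520, 1002, 1009 and 1114 without Col 0 DAT replicate 1, Col 0 DAT replicate 2, Col 3 DAT replicate 1, Col 3 DAT replicate 2 and Col 2 DAT replicate 2.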

Approximately half of the genes differentially expressed in either *ein2*/*ore3* or *ahk3*/*ore12* were common to both mutants [47.9%, G1/(G1+G2+G3)], indicating considerable shared functions of *ein2*/*ore3* and *ahk3*/*ore12* at the transcript level during dark-induced leaf senescence. Moreover, the number of genes uniquely altered in *ein2*/*ore3* (690, G2) was 4.6-fold greater than that altered in *ahk3*/*ore12* (149, G3). 

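G1 made up 40.2% of the 2874 genes altered in either mutant (95% Wilson interval 38.4 to 42.0, which covers counting error only). The share was 18.1% with the methods' F-test and 58.9% with the p adjusted over the DEGs of the 8 clusters, and it lay between 0.0398% (without ahk3/ore12 2 DAT replicate 1) and 64.0% (without Col 0 DAT replicate 1). With unrelated calls, 835 genes would be shared. In G1, 1142 of 1156 genes (98.8%) differed from Col in the same direction in both mutants. Across the DEGs of the 8 clusters, the effects of the mutants had a Pearson's correlation of 0.714 across genes, which are not independent replicates. Both comparisons use the same Col arrays, and in 20 simulations with no difference between genotypes that sharing alone gave a mean correlation of 0.501, at most 0.538.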

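The ratio of G2 to G3 was 3.75 (95% interval 3.34 to 4.21). It exceeded 1 in every fit that was run, with the lowest value, 1.62, when p was adjusted over the DEGs of the 8 clusters and the highest among tests, 11.9, with the methods' F-test. When arrays were left out it ranged from 1.83 (without Col 0 DAT replicate 1) to 2511 (without ahk3/ore12 2 DAT replicate 1, where G3 held 1 gene).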

Even within G1, the degree of altered expression was greater in *ein2*/*ore3* than in *ahk3*/*ore12* (Fig. 3A). These results are quite intriguing given that senescence progression was similar in both mutants (Fig. 1A–C).

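For each G1 gene, the difference between the mutant's and Col's log2 change since 0 DAT was averaged in size over 1, 2 and 3 DAT. Its median was 1.00 in ein2/ore3 and 0.86 in ahk3/ore12, and it was larger in ein2/ore3 for 725 of 1156 genes (62.7%). In replicate 1 alone the medians were 1.09 and 0.88, and in replicate 2 alone 0.94 and 0.87. The difference between the mutants, 0.14, had the same sign in both replicates, and with 2 replicates no exact test could pass 0.05. At 3 DAT, the median share of the Col change that was lost was 48.5% in ein2/ore3 and 44.5% in ahk3/ore12. The difference of 0.14 became -0.67, -0.56, -0.59, -0.71 and -0.68 without Col 2 DAT replicate 1, ahk3/ore12 2 DAT replicate 1, Col 2 DAT replicate 2, ahk3/ore12 2 DAT replicate 2 and ahk3/ore12 3 DAT replicate 2, respectively, where G1 held a single gene.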

**Fig. 3.**
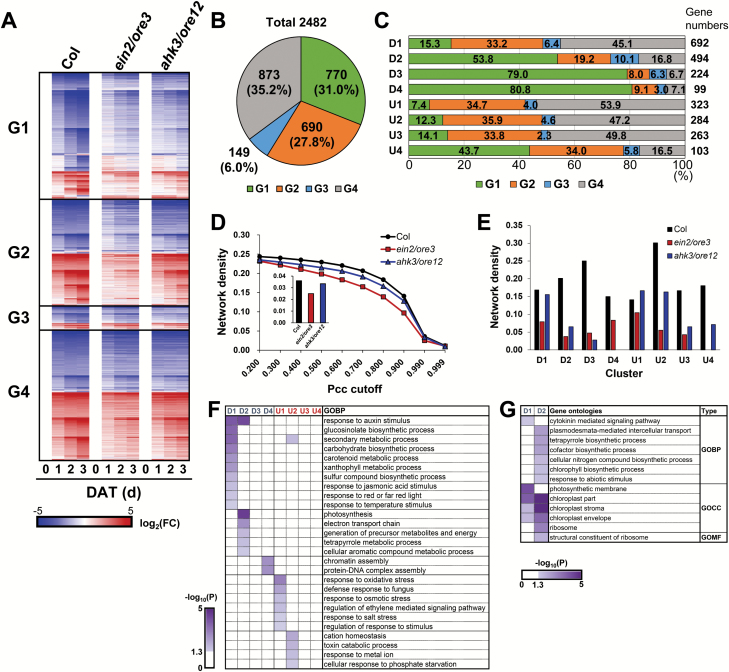
Comparative analysis of genes differentially expressed in the *ein2*/*ore3* and *ahk3*/*ore12* transcriptome during dark-induced leaf senescence. (A) Relative expression of genes belonging to four response groups: G1, affected in both *ein2*/*ore3* and *ahk3*/*ore12*; G2 and G3, affected in *ein2*/*ore3* and *ahk3*/*ore12*, respectively; and G4, not affected in either *ein2*/*ore3* or *ahk3*/*ore12*. DEGs in each mutant were identified using two-way ANOVA (FDR <0.05). Gene expression is shown as a heat map as described in Fig. 2A. (B) Proportion of genes in each group. (C) Proportion of genes in each cluster. (D) Network density of the transcription factor (TF) co-expression network as a function of the Pearson’s correlation coefficient (Pcc) cut-off value in Col, *ein2*/*ore3*, and *ahk3*/*ore12.* Edge was defined as a link between two nodes with a Pcc greater than the cut-off value. The number of nodes was counted when connected by at least one edge. TFs in the gene list described in Fig. 2A were used. (E) Network density of the TF co-expression network containing nodes within each expression cluster in Col, *ein2*/*ore3*, and *ahk3*/*ore12*. (F, G) GOs represented by DEGs belonging to each cluster in G2 (F) and G3 (G). Color bars represent an enrichment of gene ontologies from DEGs in each cluster, shown as –log_10_(*P*-values).

To explore this dataset further, genes belonging to each group were subcategorized into the clusters D1–D4 and U1–U4 described above. This analysis revealed several interesting features of the transcript profiles of genes affected by *ein2*/*ore3* and *ahk3*/*ore12* mutations (Fig. 3C). 

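Of the genes altered in both ein2/ore3 and ahk3/ore12 (G1), 237 were among the 544 genes of D3 (43.6%, 95% interval 39.5 to 47.8), 62 among the 195 of D4 (31.8%, 25.7 to 38.6) and 40 among the 139 of U4 (28.8%, 21.9 to 36.8). G1 made up 11.2% of D1 and 8.31% of U1, and 35.4%, 40.3% and 37.1% of D2, U2 and U3. D4 and U4 alone lay below D2, U2 and U3, and D3 already fell at 1 DAT (median log2 change -0.73). The G1 percentage of D3, D4 and U4 together exceeded that of the other 5 clusters by 16.5 percentage points (95% interval 12.99 to 19.96), an excess that rests on D3 and on the low D1 and U1. With the F-test over the 4 differences between genotypes, the percentages were 82.2 in D3, 82.6 in D4 and 73.4 in U4, and the difference was 46.1. It changed sign, to -2.34, with the methods' F-test, where G1 made up 10.3% of D3 and 2.05% of D4. It also fell to between -0.113 and -0.0271 in the 8 fits that left G1 with 1 or 2 genes, each without a Col or ahk3/ore12 array of 2 or 3 DAT.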

First, a large proportion of genes that were common targets of EIN2/ORE3 and AHK3/ORE12 (G1) belonged to D3 or D4 (79–81%) and U4 (43.7%) clusters, suggesting that G1 genes largely influence late responses during dark-induced leaf senescence, relative to genes of other groups. 

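Genes altered in ein2/ore3 made up 37.1% of the 1384 genes of D1 (95% interval 34.6 to 39.7) and 41.2% of the 674 genes of U1 (37.6 to 45.0). Genes altered in ahk3/ore12 made up 17.3% of D1 (15.4 to 19.4) and 15.4% of U1 (12.9 to 18.4). The difference was 19.8 percentage points in D1 and 25.8 in U1, and kept its sign in every alternative, the lowest being 13.4 in both clusters with p adjusted over the DEGs of the 8 clusters. With arrays left out it was lowest without ahk3/ore12 0 DAT replicate 2 (10.8 in D1 and 17.8 in U1). In D2, D3, D4, U2, U3 and U4, the ein2/ore3 percentages were 67.9, 77.9, 72.8, 65.0, 60.4 and 57.6, and those of ahk3/ore12 were 42.3, 50.2, 41.0, 53.0, 51.6 and 38.8. By limma's contrasts at each time point, 3153 genes were higher and 1185 lower in ein2/ore3 than in Col at 1 DAT, and 106 higher and 97 lower in ahk3/ore12.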

Secondly, a greater proportion of genes in D1 and U1 clusters were represented by those altered in the *ein2*/*ore3* mutant (G1+G2; 48.5% in D1 and 42.1% in U1) than those altered in the *ahk3*/*ore12* mutant (G1+G3; 21.6% in D1 and 11.4% in U1), suggesting that EIN2/ORE3 is important in regulating early response genes at the transcriptional level during dark-induced senescence. Thirdly, the *ein2*/*ore3* (G1+G2) mutation influenced both up- and down-regulated genes, whereas *ahk3*/*ore12* (G1+G3) preferentially affected down-regulated genes, most of which were related to biogenesis and maintenance of cellular machinery. These results suggest different action mechanisms of EIN2/ORE3 and AHK3/ORE12 in the regulation of leaf senescence; EIN2/ORE3 accelerates leaf senescence by regulating the mRNA abundance of senescence-associated genes during the early stages, whereas AHK3/ORE12 delays leaf senescence by maintaining the mRNA level of genes involved in biosynthetic and homeostatic processes.

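The ein2/ore3 mutation altered 55.9% of the down-regulated and 53.3% of the up-regulated DEGs, a difference of 2.605 percentage points (95% interval -0.440 to 5.65). For ahk3/ore12 the percentages were 32.2 and 35.3, a difference of -3.12 (-6.02 to -0.218). The sign of the ahk3/ore12 difference depended on the fit: it was 3.74 with all 24 arrays, 17.4 for the interaction terms, 10.4 for the 4 differences together and 1.96 with a mean difference of at least 0.5. It was 5.45, 1.33 and 2.11 without Col 0 DAT replicate 1, Col 1 DAT replicate 1 and ahk3/ore12 0 DAT replicate 2. That of ein2/ore3 was -0.508 with median centring and -8.10 without Col 1 DAT replicate 2. Of the down-regulated DEGs altered in ahk3/ore12, 936 of 967 were higher than in Col (median effect 0.63), and of the up-regulated ones, 517 of 551 were lower (-0.52). In ein2/ore3, 1617 of 1680 down-regulated DEGs were higher (0.73) and 787 of 832 up-regulated DEGs were lower (-0.72).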

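At 0 DAT, before dark incubation, limma called 31 genes higher and 63 lower in ein2/ore3 than in Col, and 5 higher and 3 lower in ahk3/ore12. With the replicate block the ein2/ore3 numbers were 50 and 143. They were 8 higher and 24 lower without Col 0 DAT replicate 1, 13 higher without Col 0 DAT replicate 2, 28 lower without ein2/ore3 0 DAT replicate 1, and 10 higher and 39 lower without ein2/ore3 0 DAT replicate 2. For ahk3/ore12, 9 were higher without Col 0 DAT replicate 1 and 11 lower without Col 0 DAT replicate 2. At 2 and 3 DAT, 3386 and 4699 genes were higher and 3229 and 3493 lower in ein2/ore3, while 2884 and 4812 were higher and 1034 and 2723 lower in ahk3/ore12. The median of all genes was shifted by -0.17 in ein2/ore3 relative to Col at 2 DAT. From the larger share of early-responding genes altered in ein2/ore3 than in ahk3/ore12, the share of late-responding genes altered in both, and the classes of genes affected in each, the paper proposes that EIN2/ORE3 acts on the mRNA abundance of senescence-associated genes in the early stages, whereas AHK3/ORE12 maintains the mRNAs of genes for cellular maintenance.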

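By words in their names, 134 of the 4569 DEGs in the 8 clusters were TFs: 32 in D1, 14 in D2, 10 in D3, 3 in D4, 36 in U1, 23 in U2, 11 in U3 and 5 in U4. The published TF list was not used here.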

Because TFs play key roles in affecting global gene expression changes, co-expression networks involving 184 TFs of DEGs in Col, *ein2*/*ore3*, and *ahk3*/*ore12* leaves were examined. 

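For each genotype, Pcc was taken over the mean log2 values at the 4 time points, and density was the number of edges over all pairs of connected TFs. In Col, 134 nodes and 4367 edges remained at a Pcc of 0.5, 134 nodes and 2931 edges at 0.9, 703 edges at 0.99, and 86 nodes and 89 edges at 0.999. The density of Col was 0.490, 0.329, 0.0937 and 0.0244, and went on falling beyond 0.99. Series of 4 unrelated values reach a Pcc of 0.99 in 0.503% of simulated pairs.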

As the Pcc cut-off increased, the number of nodes and edges in the network (network density) decreased and reached saturation beyond a Pcc of 0.99 (Fig. 3D; Supplementary Fig. S1A). Network density was greatly reduced in *ein2*/*ore3* in comparison with *ahk3*/*ore12* and Col across a wide range of Pcc cut-off values (0.2–0.999) (Fig. 3D). This reduction in network density in *ein2*/*ore3* was observed in all clusters, and the decrease in network density in *ahk3*/*ore12* occurred to a lesser degree in U2–U4 clusters, in comparison to *ein2/ore3* (Fig. 3E; Supplementary Fig. S1B). Nonetheless, *ahk3*/*ore12* had a similar level of network density in D1 and U1 clusters, relative to Col. These data further support the involvement of EIN2/ORE3 in regulating gene transcription during the early stages of dark-induced senescence.

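At a Pcc of 0.99, ein2/ore3 had 105 nodes, 373 edges and a density of 0.0683, and ahk3/ore12 had 114 nodes, 547 edges and a density of 0.0849. At cut-offs of 0.2, 0.5, 0.9 and 0.95, the densities were 0.485, 0.410, 0.223 and 0.149 in ein2/ore3 and 0.497, 0.441, 0.276 and 0.208 in ahk3/ore12. At 0.999, density was 0.0269 in ein2/ore3 (40 edges) and 0.0381 in ahk3/ore12 (72 edges), both above the 0.0244 of Col. The difference between ein2/ore3 and Col at 0.99, -0.0254, was -0.0235 in replicate 1 alone and -0.0300 in replicate 2 alone. It became 0.0137, 0.00957, 0.00406, 0.00422 and 0.0151 without Col 0 DAT replicate 1, Col 2 DAT replicate 1, Col 0 DAT replicate 2, Col 2 DAT replicate 2 and Col 3 DAT replicate 2, respectively, where the TF list shortened with the DEG list. The difference between ahk3/ore12 and Col was -0.00877 (-0.0117 and -0.0116 in replicates 1 and 2 alone), and 0.0226, 0.0138, 0.0181 and 3.2e-04 without Col 0 DAT replicate 1, Col 1 DAT replicate 1, Col 0 DAT replicate 2 and Col 3 DAT replicate 2.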

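Within clusters, edges at a Pcc of 0.99 numbered 157 in Col, 50 in ein2/ore3 and 93 in ahk3/ore12 in D1, and 203, 94 and 212 in U1. They numbered 29, 1 and 9 in D2, 23, 0 and 2 in D3, 109, 26 and 48 in U2, 27, 0 and 5 in U3, and 2, 1 and 1 in U4. D4, with 3 TFs, had no edge in any genotype. In U2, density was 0.431 in Col, 0.124 in ein2/ore3 and 0.253 in ahk3/ore12. In D2, density was 0.372 in Col (13 nodes), 1.00 in ein2/ore3 (2 nodes) and below that of Col in ahk3/ore12 (9 nodes and 9 edges), and in U4 it was 0.667 in Col (3 nodes) and 1.00 in each mutant (2 nodes). A density over connected TFs rests on few nodes in such clusters, and that of D3 and U3 is undefined in ein2/ore3, which had no edge there. TFs were put in clusters by their Col profiles, over the same values that gave the Pcc of Col. More edges within a cluster in Col than in a mutant are therefore partly built in.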

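In D1, density was 0.387 in Col, 0.286 in ahk3/ore12 and 0.167 in ein2/ore3. In U1, it was 0.341 in Col, 0.378 in ahk3/ore12 and 0.216 in ein2/ore3.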

To dissect the biological processes affected by *ein2*/*ore3* and *ahk3*/*ore12* mutations during dark-induced senescence, GOs in G2 and G3 groups were compared. Genes specifically altered in *ein2*/*ore3* (G2) were associated with a wide range of processes, including epigenetic regulation, stress response, maintenance of homeostasis, and regulation of ethylene-mediated signaling (Fig. 3F). In contrast, the G3 group was associated with a relatively small number of GOBPs, including various biosynthetic processes and cytokinin-mediated signaling (Fig. 3G). Gene ontology cellular compartment (GOCC) and gene ontology molecular function (GOMF) enrichment revealed association of G3 genes with chloroplast and ribosome structure (Fig. 3G). Overall, these data indicate the preferential involvement of *EIN2*/*ORE3* in stress-related responses and that of *AHK3*/*ORE12* in chloroplast integrity or self-maintenance processes during dark-induced leaf senescence.

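The change from 0 to 3 DAT in each mutant was compared with that in Col for the same 11 groups of genes by name. Photosynthesis genes changed by a median of -1.37 in ein2/ore3 and -1.60 in ahk3/ore12, and relative to Col the difference was 0.99 (camera, adjusted p 4.6e-21) and 1.01 (2.6e-18), so that they differed from Col in both mutants. Chloroplast RP genes differed by 0.71 in ein2/ore3 (1.1e-06) and 1.14 in ahk3/ore12 (3.0e-15). Cytosolic RP genes differed in opposite directions, by -0.48 in ein2/ore3 (adjusted p 9.1e-04, and 0.0515 without ein2/ore3 0 DAT replicate 2) and 0.46 in ahk3/ore12 (7.8e-05). Glutathione S-transferases differed in ein2/ore3 (-0.44, adjusted p 0.00951, by fry 0.0698) and were not called in ahk3/ore12 (-0.17, adjusted p 0.355). WRKY genes were called in neither (-0.19, adjusted p 0.0744, and -0.06, 0.808), nor were the peroxidases (0.09 and -0.16). The mean of the peroxidases in ahk3/ore12, 0.05, differed in sign from the median. WRKY genes were called in ein2/ore3 without Col 0 DAT replicate 1 (0.0168), ein2/ore3 0 DAT replicate 1 (0.0133), ein2/ore3 3 DAT replicate 1 (0.0379) and Col 3 DAT replicate 2 (0.0165). With an estimated correlation, only the chloroplast RP genes of ahk3/ore12 held (adjusted p 0.0367).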

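Auxin-related genes differed from Col by 0.32 in ein2/ore3 (adjusted p 5.2e-06) and 0.22 in ahk3/ore12 (adjusted p 0.00295, and 0.0505 without ahk3/ore12 0 DAT replicate 2). Cytokinin-related genes differed by 0.14 in ahk3/ore12 (adjusted p 0.00609) and 0.13 in ein2/ore3 (adjusted p 0.325), and histones by 0.39 in ein2/ore3 (4.4e-04) and 0.20 in ahk3/ore12 (0.106, with 0.0458 and 0.0227 without Col 3 DAT replicate 1 and ahk3/ore12 0 DAT replicate 1). In a direct comparison of ein2/ore3 with ahk3/ore12 at 3 DAT, camera called cytokinin (-0.15, adjusted p 1.7e-05, by fry 0.00124), expansin (0.33, 3.6e-05, by fry 0.00414), histones (0.25, 0.00351, by fry 0.0246), WRKY (-0.23, 5.6e-04, by fry 0.112), auxin (0.08, 0.00705, by fry 0.112) and photosynthesis (0.12, 0.0173, by fry 0.221). With an estimated correlation, none of these held (lowest adjusted p 0.278). The difference between the mutants in the change since 0 DAT was not tested for these groups.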

Expression profiles of genes grouped into biological processes that are dependent on EIN2/ORE3- or AHK3/ORE12-specific signaling pathways were further confirmed by qPCR (Supplementary Figs S2, S3). The induction of genes involved in response to salt stress (*AT4G16260*, *PR4*, and *RAP2.6*) and oxidative stress (*AT1G21520*, *AT4G08780*, *ATLEA5*, and *PRX37*) was attenuated to a greater degree in dark-treated leaves of *ein2*/*ore3* than those of *ahk3*/*ore12* (Supplementary Fig. S2A, B). Furthermore, to confirm whether altered expression of these genes in *ein2*/*ore3* was due to defects in ethylene signaling, we monitored the effect of Ag (I), an ethylene inhibitor, on transcriptional changes during dark incubation. 

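At 3 DAT, AT4G16260 had risen on the log2 scale by 6.73 in Col, 2.03 in ein2/ore3 and 5.92 in ahk3/ore12, and the change in ein2/ore3 minus that in ahk3/ore12 was -3.89 (limma, adjusted p over all genes 0.0282). This call was lost without 6 single arrays: ein2/ore3 3 DAT replicate 1 (0.0775) and replicate 2 (0.0764), ahk3/ore12 0 DAT replicate 1 (0.137), ahk3/ore12 3 DAT replicate 1 (0.0969) and replicate 2 (0.0669), and ein2/ore3 0 DAT replicate 2 (0.142). PR4 rose by 2.90, 0.19 and 2.49 (difference between mutants -2.29, adjusted p 7.9e-04), RAP2.6 by 4.77, 0.12 and 3.80 (-3.68, 2.6e-04) and ATLEA5 by 3.95, 1.36 and 3.36 (-2.00, 0.00542). AT4G08780 rose by 2.76, 2.24 and 4.42 (-2.19, 0.0182) and PRX37 by 5.35, 4.66 and 6.57 (-1.91, 0.00707). In both of these, ein2/ore3 was not different from Col (adjusted p 0.591 and 0.239) and ahk3/ore12 was higher (1.66, 0.0364, and 1.21, 0.0351), calls that were lost with 16 arrays in the fit. In AT4G08780 the difference of ahk3/ore12 from Col was lost without Col 0 DAT replicate 1 and 2 (0.0807 and 0.0851), Col 3 DAT replicate 1 (0.176), ahk3/ore12 0 DAT replicate 1 and 2 (0.119 and 0.0578) and ahk3/ore12 3 DAT replicate 1 and 2 (0.0511 and 0.122). In PRX37 it was lost without Col 0 DAT replicate 2 (0.107), Col 3 DAT replicate 1 and 2 (0.120 and 0.0582), ahk3/ore12 0 DAT replicate 1 and 2 (0.0760 and 0.0952) and ahk3/ore12 3 DAT replicate 1 and 2 (0.0673 and 0.103). The AT4G08780 difference between mutants was lost without ein2/ore3 3 DAT replicate 1 (0.0786), ahk3/ore12 0 DAT replicate 1 (0.0895), ein2/ore3 0 DAT replicate 2 (0.0775) and ahk3/ore12 3 DAT replicate 2 (0.0715).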

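AT1G21520 rose by 2.15 in Col, 1.02 in ein2/ore3 and 2.57 in ahk3/ore12. Its difference between mutants of -1.55 (adjusted p 0.0381) was lost when any of 10 arrays was left out: either ein2/ore3 1 DAT array (0.0507), either ahk3/ore12 1 DAT array (0.0519), ein2/ore3 3 DAT replicate 1 (0.0965) or 2 (0.0958), ein2/ore3 0 DAT replicate 2 (0.140), ahk3/ore12 0 DAT replicate 1 (0.0968) or 2 (0.102), and ahk3/ore12 3 DAT replicate 2 (0.142). Its difference between ein2/ore3 and Col of -1.13 had an adjusted p of 0.0711, or 0.0483 with the replicate block. Of the 12 microarray genes of Fig. S2, 9 differed between the mutants at 3 DAT over all genes and 11 adjusted over the list alone. Against Col, the numbers were 7 and 9 for ein2/ore3 and 2 and 2 for ahk3/ore12, the latter 4 without Col 0 DAT replicate 2. Because the paper chose these genes on the same samples, the adjustment over the list alone is not independent evidence. In 2 of the genes called, ATHB12 (1.30, adjusted p 0.00376) and ATNAC092 (3.01, adjusted p 0.00104), the rise was larger in ein2/ore3 than in ahk3/ore12. ATNAC092 (AT5G39610) nevertheless lay below Col in ein2/ore3 at every time point (-4.04 at 0 DAT, mean difference -2.88), so its larger rise began from a lowered start.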

Ag (I) treatment attenuated the induction of several stress-response genes, including *AT4G16260*, *PR4*, *AT1G21520*, and *ATLEA5* in Col and *ahk3*/*ore12*, but not in *ein2*/*ore3* (Supplementary Fig. S2C, D). Similarly, the down-regulation of genes related to cytokinin signaling (*AHK4* and *ARR4*), tetrapyrrole or chlorophyll biosynthesis (*CHLI2* and *GSA2*), and ribosome structure (*CPN60B, EMB3105*, *PRPL28*, and *RPL9*) in *ahk3*/*ore12* was less than that in *ein2*/*ore3* (Supplementary Fig. S3A–C), indicating that changes in gene expression observed in the *ahk3*/*ore12* mutant are dependent on cytokinin signaling. Moreover, BA treatment suppressed the decrease in the expression of genes associated with the cytokinin-mediated signaling pathway and ribosome complex in Col and *ein2*/*ore3*, but such an effect was not observed in *ahk3*/*ore12* (Supplementary Fig. S3D, E). Together, these results further support the involvement of ethylene and cytokinin signaling in dark-induced leaf senescence. Moreover, these data indicate that transcriptional changes of stress-responsive genes and ribosomal protein (RP) genes during dark-induced senescence are prominently due to EIN2/ORE3-mediated ethylene signaling and AHK3/ORE12-mediated cytokinin signaling, respectively.

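At 3 DAT, AHK4 had changed on the log2 scale by -2.32 in Col, -2.32 in ein2/ore3 and 0.05 in ahk3/ore12 (ein2/ore3 minus ahk3/ore12 -2.37, adjusted p over all genes 0.00108), and ARR4 by -3.25, -3.11 and -0.32 (-2.79, 0.00157). CHLI2 changed by -5.00, -3.85 and -2.81 (-1.04, 0.244, and 0.0456 without ein2/ore3 3 DAT replicate 1) and GSA2 by -3.05, -2.94 and -2.10 (-0.84, 0.0172). For CPN60B the changes were -2.61, -2.19 and -1.07 (-1.12, 0.0141), for EMB3105 -2.74, -2.18 and -1.97 (-0.21, 0.515), for PRPL28 -2.63, -2.42 and -1.92 (-0.50, 0.0470) and for RPL9 -3.31, -2.44 and -1.90 (-0.53, 0.219). In each of the 8 genes the change was higher in ahk3/ore12 than in ein2/ore3 (7 fell less, and AHK4 did not fall), and 5 of them passed over all genes. GSA2 was lost without ein2/ore3 0 DAT replicate 1 (0.0591), ein2/ore3 3 DAT replicate 1 (0.0806), ahk3/ore12 0 DAT replicate 1 (0.0940) and ahk3/ore12 3 DAT replicate 2 (0.0746), and CPN60B without ahk3/ore12 0 DAT replicate 1 (0.0774), ahk3/ore12 3 DAT replicate 1 (0.0552) and ein2/ore3 0 DAT replicate 2 (0.0599). PRPL28 was lost with median centring and with the first splice form alone. It was also lost without either Col array of 0 DAT (0.0613) or 3 DAT (0.0589), without either ein2/ore3 array of 1 DAT (0.0702) or ahk3/ore12 array of 1 DAT (0.0595) or 2 DAT (0.0604), and without replicate 1 and 2 of ein2/ore3 at 0 DAT (0.107 and 0.132) and 3 DAT (0.0877 and 0.143) and of ahk3/ore12 at 0 DAT (0.156 and 0.0824) and 3 DAT (0.130 and 0.114).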

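Over the 12 genes of Fig. S3, 5 differed between the mutants at 3 DAT over all genes and 10 adjusted over the list alone. The former number was 2 without ahk3/ore12 0 DAT replicate 1 and 3 without ein2/ore3 0 DAT replicate 1, ein2/ore3 0 DAT replicate 2, ahk3/ore12 3 DAT replicate 1 or ahk3/ore12 3 DAT replicate 2. The latter was 5 with median centring, 6 with quantile normalization, 5 without ahk3/ore12 0 DAT replicate 1, and 6 without ein2/ore3 0 DAT replicate 1 or ahk3/ore12 3 DAT replicate 2. Against Col, 11 and 12 genes differed in ahk3/ore12, and 5 and 7 in ein2/ore3. The paper chose this list, too, on these samples.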

### EIN2/ORE3 up-regulates genes involved in salt and oxidative stress response in the dark

Given that the increased expression of genes related to oxidative and/or salt stress was attenuated in *ein2*/*ore3* during dark-induced leaf senescence (Fig. 3F; Supplementary Fig. S2), we inferred that the *ein2*/*ore3* mutation might alter salt and oxidative stress responses during dark-induced leaf senescence.

To obtain experimental evidence for the involvement of the *ein2*/*ore3* mutation in salt and oxidative stress responses, leaves of Col, *ein2*/*ore3*, and *ahk3*/*ore12* were treated with 100 mM NaCl or 10 mM H_2_O_2_ in the dark for 0–4 d. Disintegration of leaf tissue marked by yellowing and necrosis of leaves was observed at 3 DAT in leaves of Col and *ahk3*/*ore12* in response to both salt and oxidative stress, whereas leaves from *ein2*/*ore3* remained green and intact (Fig. 4A, D). Similarly, the chlorophyll content and *F*_v_*/F*_m_ ratio of *ein2*/*ore3* leaves were much higher than those of Col and *ahk3*/*ore12* leaves (Fig. 4B, C, E, F). These results indicate that EIN2/ORE3, at least in part, plays an important role in promoting dark-induced leaf senescence by activating salt and oxidative stress response genes and/or signaling pathways.

**Fig. 4.**
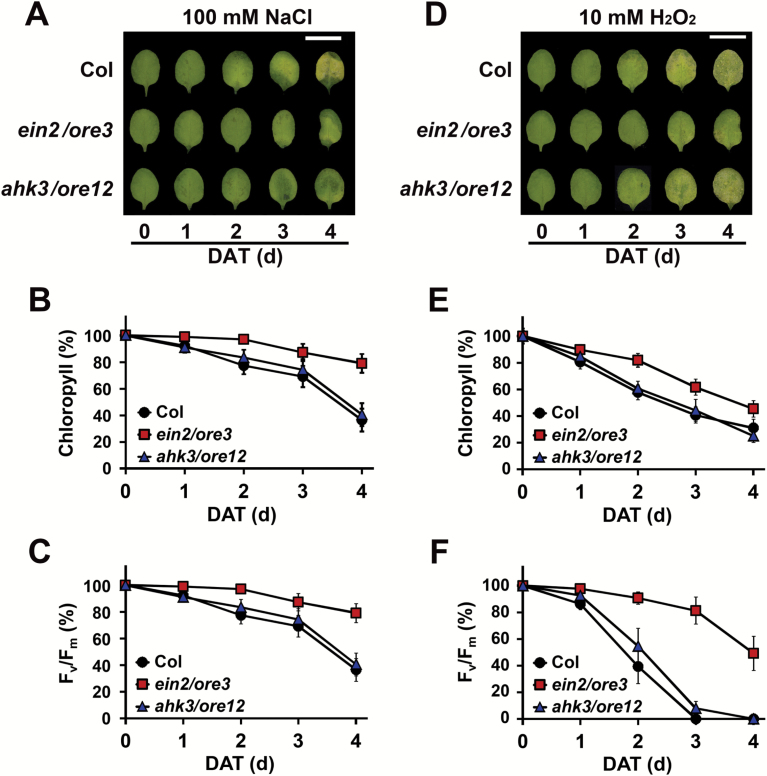
EIN2/ORE3-mediated salt and oxidative stress response during dark-induced leaf senescence. Leaves of Col, *ein2*/*ore3*, and *ahk3*/*ore12* were treated with 100 mM NaCl (A–C) or 10 mM H_2_O_2_ (D–F) in the dark for the specified number of days (d; DAT) indicated. Representative images (A, D), and measurements of chlorophyll content (B, E) and photochemical efficiency of PSII (*F*_v_/*F*_m_) (C, F) of leaves are shown. Scale bar (A, D)=1 cm. Data represent the mean ±SE (*n*=24). Similar results were obtained in three independent trials.

### Self-maintenance function of *AHK3/ORE12* during dark-induced leaf senescence

To test the hypothesis that *AHK3*/*ORE12* is involved in the transcriptional maintenance of the translational machinery involved in self-maintenance processes, such as ribosome biogenesis during dark-induced senescence, we analyzed expression profiles of *RP* genes and of those involved in ribosome biogenesis-related processes including assembly factors, pre-RNA processing, modification factors, and exporting proteins. The temporal expression profile of *RP* genes in the *ein2*/*ore3* and *ahk3*/*ore12* mutants relative to that in Col was evaluated during dark incubation. As indicated in box-plots (Fig. 5A), *RP* transcripts accumulated to higher levels in *ahk3*/*ore12* mutants than in Col at 1, 2, and 3 DAT but not on 0 DAT. Conversely, the *ein2*/*ore3* mutation showed a minor effect on the expression of *RP* genes, when compared with Col (Fig. 5A). 

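The 67 genes named as RPs differed between ahk3/ore12 and Col by median log2 values of -0.06, 0.21, 0.35 and 0.44 at 0, 1, 2 and 3 DAT, with 21, 58, 61 and 60 of the 67 genes higher in ahk3/ore12. The adjusted p by camera were 0.00144, 2.2e-10, 5.4e-16 and 7.8e-14. The small decrease at 0 DAT was not called by fry (0.305) or with an estimated correlation (0.322), nor by camera without ahk3/ore12 0 DAT replicate 1 (0.197) or Col 0 DAT replicate 2 (0.183). By fry, the increase held at 1, 2 and 3 DAT (0.0083, 9.6e-06 and 6.4e-06). With an estimated correlation it held at 2 and 3 DAT (both 0.0354) and not at 1 DAT (0.0567). In replicate 1 and replicate 2, the medians were 0.19 and 0.22 at 1 DAT, 0.35 and 0.36 at 2 DAT, and 0.52 and 0.32 at 3 DAT. Since 0 DAT, the RP genes changed by 0.45, 0.22 and 0.09 in Col and by 0.65, 0.51 and 0.51 in ahk3/ore12.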

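In ein2/ore3, the RP genes differed from Col by medians of 0.10, -0.14, -0.24 and -0.11 at 0, 1, 2 and 3 DAT, with 46, 25, 23 and 22 of 67 genes higher. Relative to the median of all genes, the value at 2 DAT was -0.07. The adjusted p by camera were 9.1e-05, 0.0502, 0.876 and 0.876, and at 3 DAT the mean (0.01) and the median differed in sign. The increase at 0 DAT was lost by fry (0.179), with an estimated correlation (0.245) and without ein2/ore3 0 DAT replicate 2 (0.417). The decrease at 1 DAT was called with the dimmest genes left out (0.0401), with median centring (0.0278) and with quantile normalization (0.0491). It was also called without 11 single arrays, with adjusted p of 0.00478 without ein2/ore3 1 DAT replicate 1, 0.00645 without Col 1 DAT replicate 2, 0.0210 and 0.0252 without ein2/ore3 0 DAT replicate 1 and 2, 0.0482 without either ein2/ore3 2 DAT array, 0.0459 without either Col 3 DAT array, 0.0477 without either ahk3/ore12 2 DAT array and 0.0461 without ahk3/ore12 0 DAT replicate 2. Since 0 DAT, the RP genes changed by 0.03, -0.35 and -0.34 in ein2/ore3.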

Similar data were obtained for genes involved in ribosome biogenesis in *ahk3*/*ore12* (Fig. 5B).

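By name, 23 genes on the array belonged to ribosome biogenesis, of which 18 are not protein-coding, which limits what the list can show. In ahk3/ore12 they differed from Col by medians of 0.03, 0.02, 0.05 and 0.02 at 0, 1, 2 and 3 DAT, and in ein2/ore3 by 0.05, -0.04, -0.28 and -0.0039, and none of these was called by camera (lowest adjusted p 0.506, and 0 of 8 at an unadjusted p under 0.05). The ein2/ore3 value at 2 DAT was -0.088 in replicate 1 and -0.45 in replicate 2, which holds the lower array. Relative to the median of all genes, it was -0.11. Medians and means differed in sign in ahk3/ore12 at 1 DAT and in ein2/ore3 at 3 DAT. At 0 DAT in ahk3/ore12, the set was called without ahk3/ore12 0 DAT replicate 2 (0.11, adjusted p 0.0490). The 5 protein-coding genes of the list, an alternative chosen after the values were seen, differed in ahk3/ore12 by -0.13, 0.35, 0.30 and 0.77 (adjusted p 0.445, 0.00521, 0.0874 and 0.00378), and in ein2/ore3 at 0 DAT by 0.22 (adjusted p 0.0123).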

**Fig. 5.**
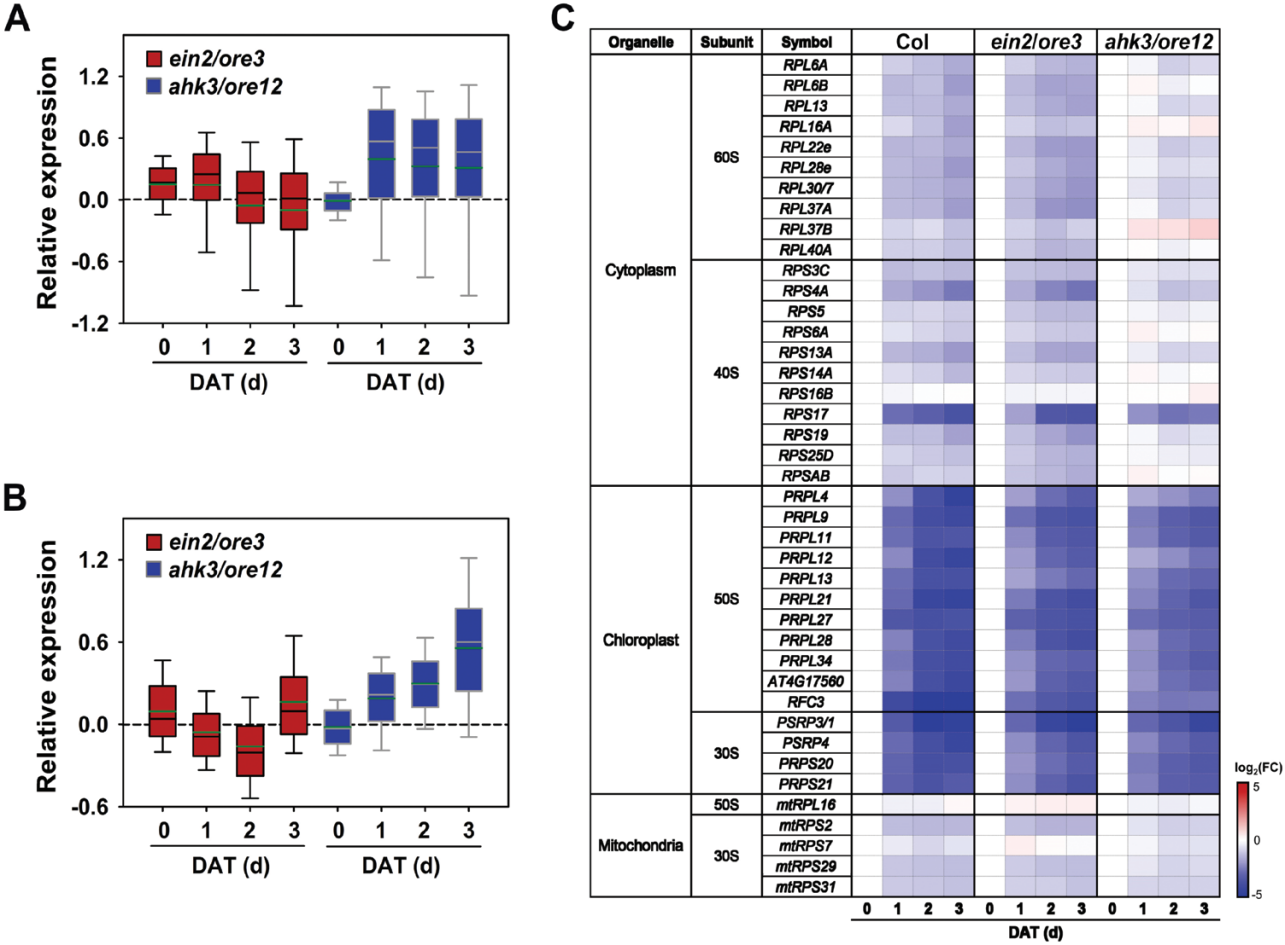
Expression of genes involved in the biogenesis of the ribosome complex in Col, *ein2*/*ore3*, and *ahk3*/*ore12* during dark-induced leaf senescence. (A, B) Box-plots showing expression of genes encoding ribosomal proteins (RPs) (A) and proteins involved in the process of ribosome biogenesis (B) in *ein2*/*ore3* and *ahk3*/*ore12* leaves relative to that in Col at the indicated number of days of dark treatment. (C) A heat map showing transcript levels of genes encoding differently localized RPs in Col, *ein2*/*ore3*, and *ahk3*/*ore12* leaves during dark-induced senescence. *ACT2* was used as the internal control. Gene expression was determined by quantitative PCR (qPCR) from three independent biological samples. Each cell shows the log_2_ ratio of gene expression at the indicated time relative to that at day 0 in each genotype.

We further extended our analysis by examining the expression profiles of *RP* genes whose proteins are localized to the cytoplasm, chloroplast, and mitochondria, respectively, in independently isolated RNAs using qPCR. In both Col and *ein2*/*ore3* leaves, transcripts of cytoplasmic and mitochondrial *RP* genes decreased slowly over time and those of chloroplast RPs declined rapidly. However, the expression of cytoplasmic and mitochondrial *RP* genes was stable and the decline of chloroplast *RP* gene expression was attenuated in *ahk3*/*ore12* leaves, in comparison with *ein2*/*ore3* (Fig. 5C). Similar to genes involved in structural constituents of the ribosome, the expression of cytosolic and mitochondrial *RP* genes was stabilized in Col and *ein2*/*ore3*, but not in *ahk3*/*ore12*, following BA treatment (Supplementary Figs S3E, S4). Together, these results suggest that AHK3/ORE12 is involved in self-maintenance activities, such as ribosome biogenesis, by stabilizing *RP* expression during dark-induced leaf senescence.

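By compartment, the 15 chloroplast RP genes of Table S1 were higher than in Col at 1, 2 and 3 DAT by medians of 0.38, 0.98 and 1.08 in ahk3/ore12 and of 0.28, 0.69 and 0.78 in ein2/ore3 (ein2/ore3, camera, adjusted p 9.3e-04, 5.8e-11 and 8.4e-08). The 21 cytosolic genes were higher in ahk3/ore12 (0.17, 0.34 and 0.53) and lower in ein2/ore3 (-0.28, -0.42 and -0.20, adjusted p 0.00231, 0.00179 and 0.0595). Since 0 DAT, cytosolic RP genes changed at 1, 2 and 3 DAT by 0.61, 0.50 and 0.34 in Col, 0.10, -0.28 and -0.14 in ein2/ore3, and 0.84, 0.89 and 0.87 in ahk3/ore12. Chloroplast RP genes changed by -1.27, -1.96 and -2.14 in ein2/ore3 and by -1.02, -1.43 and -1.62 in ahk3/ore12. The 5 mitochondrial genes changed by 0.43, 0.54 and 0.48 in Col, 0.18, 0.06 and 0.40 in ein2/ore3, and 0.29, 0.44 and 0.42 in ahk3/ore12. They were called against Col in neither mutant. In Col, the paper reports by qPCR a slow fall of cytoplasmic and mitochondrial RP transcripts, whereas both medians rose on the arrays. At 3 DAT camera called neither rise (adjusted p 0.0700 and 0.133), and fry called both (0.0277 and 7.0e-05). The qPCR values are relative to ACT2, which itself rose in Col on the arrays, so the measures are unlike. In the direct comparison of the mutants, the 67 RP genes were lower in ein2/ore3 by -0.35, -0.56 and -0.49 at 1, 2 and 3 DAT (camera, adjusted p 1.5e-09, 1.2e-18 and 1.5e-22). These held by fry (0.00134, 2.4e-05 and 2.9e-05) and not with an estimated correlation (0.218, 0.0787 and 0.0759). At 0 DAT the same genes were higher in ein2/ore3, by 0.23 (camera, adjusted p 1.1e-10; fry 0.0246; estimated correlation 0.218). From the higher RP transcripts in ahk3/ore12 and its slower loss of chloroplast RP transcripts, the paper proposes that AHK3/ORE12 takes part in self-maintenance by stabilizing RP expression during dark-induced senescence.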

### Roles of EIN2/ORE3 and AHK3/ORE12 in developmental leaf senescence

Dark-induced senescence, in large part, shares common execution programs with age-dependent developmental senescence (Buchanan-Wollaston *et al.*, 2005; van der Graaff *et al.*, 2006). We thus analyzed the expression of stress-response genes (altered in *ein2*/*ore3*) and *RP* genes (altered in *ahk3*/*ore12*) during developmental leaf senescence. Their transcript levels were measured every 4 d from mature (12 days after leaf emergence; DAE) to senescent (32 DAE) stages of the third and fourth leaves of Col. Expression of stress-response genes, including *AT4G16260*, *PR4*, *RAP2.6*, *AT1G21520*, *AT4G08780*, and *ATLEA5*, was increased in Col and *ahk3*/*ore12*, but was not altered in *ein2*/*ore3* during developmental leaf senescence (Fig. 6A). On the other hand, transcript levels of cytokinin signaling genes and ribosome structure-related or *RP* genes localized to the cytoplasm, chloroplast, or mitochondria accumulated to higher levels in *ahk3*/*ore12* than in Col and *ein2*/*ore3* during developmental leaf senescence (Fig. 6B). Notably, a similar progression of developmental senescence was observed in *ein2*/*ore3* and *ahk3*/*ore12* mutants when they were examined using physiological and molecular markers (Supplementary Fig. S5), indicating that differential transcriptional changes of target genes between *ein2*/*ore3* and *ahk3*/*ore12* are not due to differences in senescence progression in these mutants. Collectively, EIN2/ORE3-mediated stress gene regulation and AHK3/ORE12-mediated *RP* gene regulation are required for both dark-induced and developmental leaf senescence.

## Discussion

Leaf senescence involves hundreds of developmentally regulated processes that require a sophisticated balance between pro- and anti-senescing elements (Lim and Nam, 2005; Lim *et al.*, 2007). Ethylene and cytokinin are well-known endogenous factors that promote and delay leaf senescence, respectively (Gan and Amasino, 1995; Grbic and Bleecker, 1995; Khan *et al.*, 2014). In this study, we compared temporal transcriptome profiles during dark-induced leaf senescence in *ein2*/*ore3* and *ahk3*/*ore12* mutants, both of which show delayed senescence due to alteration of ethylene and cytokinin signaling, respectively (Fig. 1D–G) (Oh *et al.*, 1997; Kim *et al.*, 2006). Our studies revealed that stress-mediated responses and ribosomal biogenesis are key biological processes regulated by EIN2/ORE3 and AHK3/ORE12, respectively. Additionally, our data suggest that primary molecular functions of EIN2/ORE3 and AHK3/ORE12 for the regulation of target genes probably operate at different regulatory layers: transcriptional and translational layers, respectively (Figs 3, 5). Together, our findings provide a molecular basis for the co-ordinated regulation of senescence by two antagonistic hormones, ethylene and cytokinin.

**Fig. 6.**
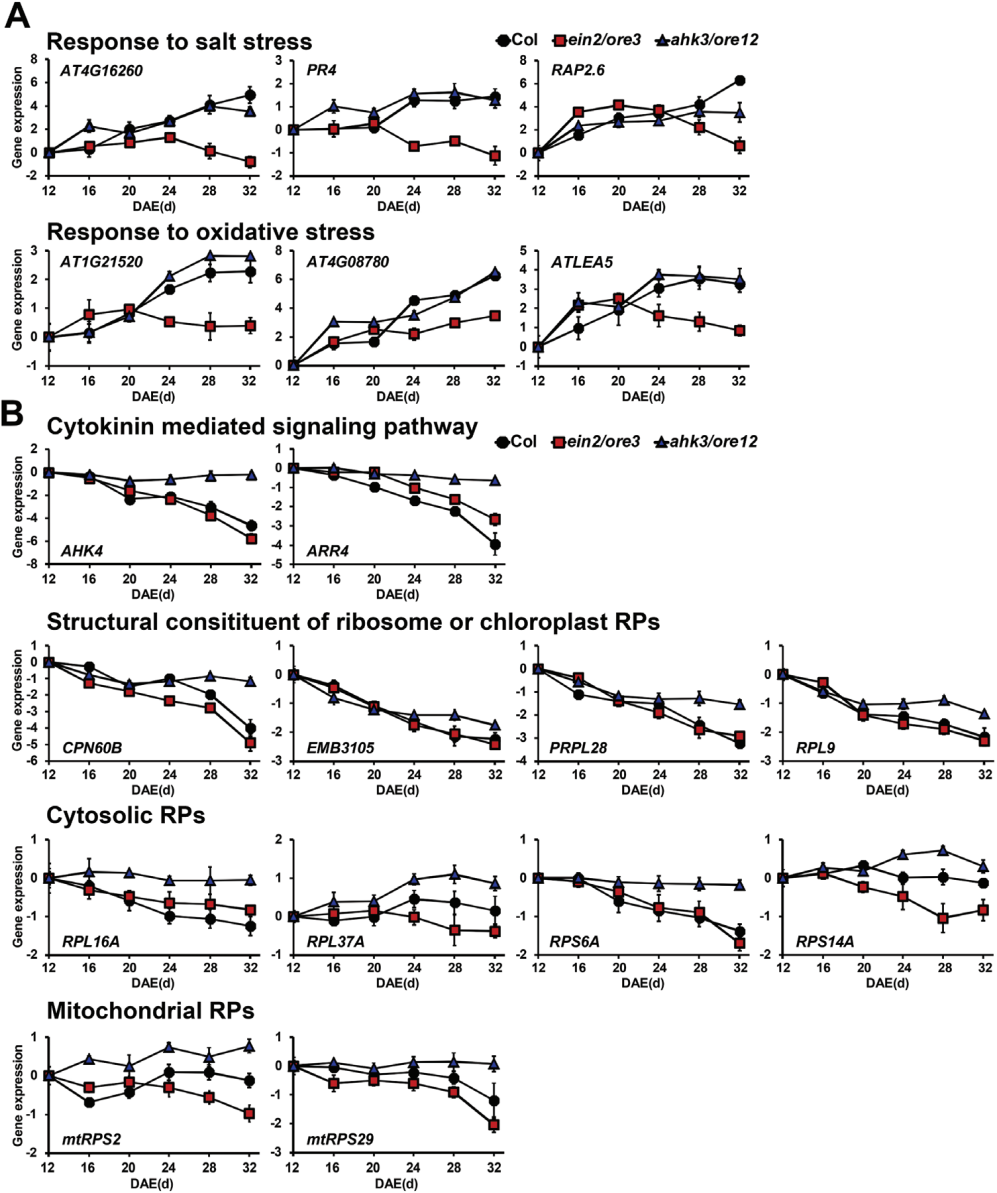
EIN2/ORE3 and AHK3/ORE12 are involved in the transcriptional regulation of stress responses and ribosome biogenesis during developmental senescence. (A, B) qPCR showing transcript levels of genes related to salt and oxidative stress response (A) and cytokinin signaling or ribosome biogenesis (B) in Col, *ein2*/*ore3*, and *ahk3*/*ore12* leaves of the indicated ages (d; DAE, days after leaf emergence) during developmental senescence. *ACT2* was used as the internal control. Kinetic patterns of gene expression are shown as the log_2_ ratio of gene expression at the indicated day (d; DAE) relative to that at 12 DAE in each genotype. Data represent the mean ±SE (*n*=4).

### Experimental assays used in this study

To determine the molecular basis of leaf senescence, several experimental approaches were adopted in this study. Time-course analysis of global gene expression was performed to study dark-induced senescence of detached leaves. Dark-induced leaf senescence is advantageous as it results in synchronized leaf senescence regardless of the developmental stage of cells within an individual leaf, making this technique highly effective and reproducible. This might alleviate the complexity due to the lack of co-ordinated development of cells in a developing leaf. Additionally, the effect of cytokinin application on delaying leaf senescence is greater in detached leaves incubated in the dark than in intact leaves (Li *et al.*, 1992; Gan and Amasino, 1995). Arabidopsis *ein2*/*ore3* and *ahk3*/*ore12* mutants were used for the elucidation of the effects of ethylene and cytokinin on dark-induced leaf senescence, instead of treating them with cytokinin and ethylene exogenously. Comparing the transcriptome of two delayed senescence mutants with similar senescence responses under the same experimental conditions (Fig. 1A–C) helped avoid the introduction of uncontrolled variability in the experiments. Additionally, our conclusions were further strengthened by the biological and molecular consequences of cytokinin, ethylene, or ethylene inhibitor application to rule out unpredicted side functions of *ein2*/*ore3* and *ahk3*/*ore12* mutations independent of their roles in hormone signaling (Fig. 1D–G; Supplementary Figs S2C, D, S3D, E, S4). It should be noted that conclusions derived from the dark-induced senescence assay were also obtained in age-dependent developmental senescence assays (Fig. 6).

### Transcriptome profiling during dark-induced senescence

Genome-wide transcriptome analysis has been previously performed in Arabidopsis to understand the physiology of dark-induced senescence (Lin and Wu, 2004). However, the experimental assay used whole plants incubated in the dark, instead of detached leaves, as used in our study. The physiological responses of whole plants reported by Lin and Wu (2004) were later reported to be conspicuously different from those of detached leaves incubated in the dark (Weaver and Amasino, 2001).

In this study, several statistical analyses for microarray data including ANOVA-based time-series analysis, STEM-based identification of significant clusters, and GO enrichment tests (Fig. 2) were applied, allowing informative clustering and identification of DEGs and signaling pathways. Detailed expression clustering and GO enrichment categories suggested that down-regulated clusters (D1–D4) were largely associated with GOs involved in biogenesis and homeostasis, whereas up-regulated clusters (U1–U4) were mostly associated with GOs such as responses to external stimuli and stress-related hormones. In addition, cytokinin signaling and auxin response genes were enriched in the D1 cluster, while SA and JA response genes were enriched in U2 and U3 clusters, respectively. Gene expression patterns of hormone signaling and stress-response genes in dark-induced leaf senescence were similar to those in developmental leaf senescence, when compared with previous transcriptome data from other types of leaf senescence (Buchanan-Wollaston *et al.*, 2005; Breeze *et al.*, 2011; Woo *et al.*, 2016). In addition to the role of hormone signaling in leaf senescence, our results also support the involvement of other metabolic pathways such as nitrogen remobilization and starch catabolism. Differential utilization of nitrogen reserves has been observed between developmental leaf senescence and senescence of dark-adapted intact leaves (Buchanan-Wollaston *et al.*, 2005). Additionally, down-regulation of genes associated with chromatin regulation, observed for the first time in our analysis, may explain the irreversibility of dark-induced physiological changes that are not recovered following light incubation (Weaver and Amasino, 2001).

Many genes involved in biosynthetic and homeostatic processes grouped together in clusters composed of late-responsive and/or down-regulated genes during dark-induced senescence. Our results further showed that these biological processes were altered in both *ein2*/*ore3* and *ahk3*/*ore12* mutants, indicating that biosynthetic and homeostatic processes are regulated by two hormones in an antagonistic fashion. Collectively, our data provide a comprehensive overview of temporal transcript profiling, functional enrichment, and hormone signaling associated with dark-induced senescence.

### EIN2/ORE3-mediated ethylene signaling in the regulation of dark-induced senescence

Ethylene, a volatile hormone, acts as a strong inducer of systemic senescence in a variety of plant species (Abeles *et al.*, 1988; Jing *et al.*, 2005). Biosynthesis of ethylene is triggered in senescing leaves, flowers, and ripened fruits. The role of ethylene in leaf senescence has been investigated using genetic approaches, which has resulted in the identification of ethylene signaling mutants, such as *etr1* and *ein2/ore3* (Grbic and Bleecker, 1995; Oh *et al.*, 1997). EIN2 is a central molecule in ethylene signaling, and its loss-of-function mutations lead to insensitivity to ethylene (Alonso *et al.*, 1999). EIN2/ORE3-mediated senescence regulatory cascades have been partially identified; EIN2/ORE3 functions as an upstream molecule of EIN3/EIN3-LIKE 1 TF, which directly regulates *miR164* as well as *ORE1* and *AtNAP*, two key NAC TF genes governing induction of many senescence-associated NAC TF genes (Balazadeh *et al.*, 2010; Li *et al.*, 2013; Kim *et al.*, 2014). EIN2/ORE3 also mediates activation of another group of *NAC* genes such as *ANAC019*, *ANAC047*, *ANAC055*, and *ORE1 SISTER1* via EIN3-independent pathways during senescence (Kim *et al.*, 2014). Senescence-associated NAC TFs are tightly associated with stress responses (Balazadeh *et al.*, 2010). It was also found that EIN2/ORE3 is required for the expression of some of these senescence NAC TFs including ORE1, one of the master regulators of leaf senescence (Kim *et al.*, 2009).

The significance of EIN2/ORE3 in ethylene-mediated senescence is evident from our data. Transcriptome analyses revealed that expression of senescence-associated genes and of genes encoding TFs as well as the degree of co-expression of TFs were greatly affected in *ein2*/*ore3* during dark-induced senescence (Fig. 3A–E). In contrast to *ahk3*/*ore12*, *ein2*/*ore3* affected not only down-regulated DEGs, but also a significant portion of up-regulated DEGs. In the D1 cluster, JA-mediated responses were affected in *ein2*/*ore3*, which explains the previous report of an impaired JA response in the *ein2* mutant during dark-induced senescence (Li *et al.*, 2013). Our transcriptome data also showed that *EIN2*/*ORE3* regulates the ethylene-mediated signaling pathway as well as multiple stress-response processes including salt and oxidative stress enriched in the U1 cluster (Fig. 3F), which is consistent with studies reporting that ethylene is involved in the regulation of stress responses (Cao *et al.*, 2007; Asensi-Fabado *et al.*, 2012). We further confirmed that salt and oxidative stress responses in dark-induced leaf senescence were attenuated in *ein2*/*ore3* and in leaves treated with an ethylene inhibitor (Fig. 4; Supplementary Fig. S2). The requirement for EIN2/ORE3 for the expression of genes related to salt and/or oxidative stress was also observed during developmental leaf senescence (Fig. 6). Thus, it is likely that ethylene plays a role in the regulation of leaf senescence via at least the EIN2/ORE3-mediated salt and oxidative stress signaling pathways. Furthermore, data showing a larger number of senescence-associated TF genes affected and the more rapid decline of TF co-expression network density in *ein2*/*ore3* than in *ahk3*/*ore12* (Fig. 3D, E) strongly suggest that EIN2/ORE3-mediated leaf senescence regulation preferentially occurs at the transcriptional level via the TF regulatory cascade. These findings provide new insights into the global regulatory mechanism affecting co-ordinated expression of many senescence genes via EIN2/ORE3.

### AHK3/ORE12-mediated cytokinin signaling in the regulation of dark-induced senescence

Cytokinin is known to delay leaf senescence. Arabidopsis AHK3/ORE12 plays a prominent role in mediating cytokinin-dependent senescence responses, while AHK2 and AHK4 are involved in mediating many other cytokinin responses. The unique and specialized function of AHK3/ORE12 was confirmed using the constitutive cytokinin signaling mutant, *ahk3*/*ore12*. The effect of cytokinin in delaying leaf senescence is highly attenuated in the *ahk3*/*ore12* mutant, further demonstrating that senescence responses in *ahk3*/*ore12* represent cytokinin-mediated effects. This report also showed that the phosphorylation of Arabidopsis response regulator 2 (ARR2) mediated by AHK3/ORE12 is important for the regulation of gene expression in leaf longevity (Kim *et al.*, 2006). Cytokinin contents decrease at the onset of senescence, possibly through cytokinin metabolic enzymes, which constitutes another regulatory layer linking cytokinin signaling to leaf senescence control (Buchanan-Wollaston *et al.*, 2005; Breeze *et al.*, 2011; Woo *et al.*, 2016).

Cytokinin plays diverse roles in delaying senescence by potentially maintaining diverse cellular processes, such as chloroplast activity and cell division, and maintaining metabolic processes, such as nitrogen assimilation, source to sink nutrient transfer, and sugar metabolisms (reviewed in Zwack and Rashotte, 2013; Khan *et al.*, 2014). Our results provide molecular evidence for the involvement of cytokinin in these processes. For example, chlorophyll biosynthetic processes and plasmodesmata-mediated intercellular transport processes were less attenuated in *ahk3*/*ore12* (Fig. 3G), which might be related to the retention of chlorophyll accumulation and the sink to source transition.

Additionally, we explored the transcriptional regulation of ribosome and its related protein synthetic processes as another cytokinin-regulated mechanism that could contribute to self-maintenance and subsequent repression of senescence. Our transcriptome data showed that while the expression of chloroplast *RP* genes rapidly declined during dark incubation, that of cytoplasmic *RP* genes was sustained over time. Notably, chloroplast *RP* genes were one of the groups with higher expression in *ahk3*/*ore12* than in Col and even *ein2*/*ore3* (Figs 3G and 5C; Supplementary Fig. S3C, E ). Expression of the cytoplasmic and mitochondrial *RP* genes was also maintained at higher levels in *ahk3*/*ore12* during dark incubation, although no noticeable difference was observed before dark incubation (Fig. 5A–C; Supplementary Fig. S4). Transcriptional regulation of *RP* genes in *ahk3*/*ore12* was also maintained in developmental leaf senescence (Fig. 6B). Expression levels of other genes related to protein synthesis and ribosome biogenesis were also maintained in *ahk3*/*ore12* (Fig. 5B) and BA-treated wild type (Supplementary Figs S3E, S4), but not in *ein2*/*ore3*. These data explain the fewer transcriptome changes in *ahk3*/*ore12* than in *ein2*/*ore3* (Fig. 3A), despite their comparable delayed senescence phenotypes (Fig. 1A–C; Supplementary Fig. S5). The transcriptional maintenance of RPs and related genes by cytokinin probably results in the accumulation of cytosolic, chloroplast, and mitochondrial RPs, which contribute to the self-maintenance activities of homeostatic proteins by counteracting degradation of cellular mRNA and proteins during leaf senescence (Diaz-Mendoza *et al.*, 2016).

Proteolysis is an essential process during senescence as it frees amino acids and peptides for use in developing seeds and other organs. The primary targets of proteolysis are chloroplast proteins including stromal proteins, Rubisco and GLUTAMINE SYNTHETASE 2, and thylakoid proteins, D1 and light harvesting complexes II (Prins *et al.*, 2008; Wada *et al.*, 2009; Simova-Stoilova *et al.*, 2010). Plants might have evolved cellular programs to maintain protein levels throughout cytokinin-mediated translational regulation of cytoplasmic mRNAs during senescence. The effect of cytokinin on protein accumulation has been reported in many plants, such as Norway spruce (*Picea abies*), soybean (*Glycine max*), tobacco, and Arabidopsis (Jouanneau, 1975; Fosket *et al.*, 1977; Maaß and Klämbt, 1977; Stabel *et al.*, 1990; Jain *et al.*, 2008); however, the mechanism has not yet been elucidated. Transcriptome profiling of transgenic tobacco plants expressing *pSARK::IPT* revealed up-regulation of nine *RP* genes caused by the high cytokinin levels (Rivero *et al.*, 2010). Thus, cytokinin-mediated protein accumulation throughout ribosome synthesis provides another regulatory layer for self-maintenance during leaf senescence.

The possible role of cytokinin in the inhibition of cellular protein degradation needs to be explored further. Also, it will be necessary to study in greater detail which proteins are selected for cytokinin-mediated translational regulation, how this selectivity is achieved, and what the mechanisms are by which cytokinin controls this process. Multi-omics approaches combining transcriptomics and proteomics could facilitate advances in these areas (Kim *et al.*, 2016). While many questions remain to be addressed, the present study advances our knowledge of the functions of ethylene and cytokinin in regulating leaf senescence and opens up new avenues of research in this interesting area of plant biology.

## Supplementary data

Supplementary data are available at *JXB* online.

Fig. S1. Transcription factor (TF) co-expression network in Arabidopsis *ein2*/*ore3* and *ahk3*/*ore12* mutants during dark-induced leaf senescence.

Fig. S2. Transcript profiles of genes belonging to gene ontology biological processes (GOBPs) significantly affected in *ein2*/*ore3* during dark-induced leaf senescence.

Fig. S3. Transcript profiles of genes belonging to GOBPs significantly affected in *ahk3*/*ore12* during dark-induced leaf senescence.

Fig. S4. Transcript profiles of genes encoding differentially localized ribosomal proteins (RPs) in Col, *ein2*/*ore3*, and *ahk3*/*ore12* treated with cytokinin in the dark.

Fig. S5. Phenotypes of Col, *ein2*/*ore3*, and *ahk3*/*ore12* leaves during developmental senescence.

Table S1. Primers used in this study.

Dataset S1. Genome-wide transcriptome analysis in Col, *ein2*/*ore3*, and *ahk3*/*ore12* during dark-induced leaf senescence

Supplementary Dataset Click here for additional data file.

Supplementary Figure Click here for additional data file.

## Abbreviations:

ACC: 1-aminocyclopropane-1-carboxylic acid
BA: 6-benzylaminopurine
Col: Columbia-0
DAE: days after leaf emergence
DAT: days after treatment
DEG: differentially expressed gene
GOBP: gene ontology biological process
GOCC: gene ontology cellular compartment
GOMF: gene ontology molecular function
JA: jasmonic acid
Pcc: Pearson’s correlation coefficient
PSII: Photosystem II
qPCR: quantitative real-time PCR
RP: ribosomal protein
SA: salicylic acid
TF: transcription factor.

# Supplementary material for: Comparative transcriptome analysis in Arabidopsis ein2/ore3 and ahk3/ore12 mutants during dark-induced leaf senescence
**Source:** J Exp Bot. 2018 Apr 10;69(12):3023–36. doi: 10.1093/jxb/ery137
**Supplement:** Supplementary Figure

**Comparative transcriptome analysis in *Arabidopsis ein2/ore3* and *ahk3/ore12* mutants during dark-induced leaf senescence**

Jeongsik Kim<sup>1,\*</sup>, Su Jin Park<sup>2,\*</sup>, Il Hwan Lee<sup>1,†</sup>, Hyosub Chu<sup>1</sup>, Christopher A. Penfold<sup>3</sup>, Jin Hee Kim<sup>1</sup>, Vicky Buchanan-Wollaston<sup>4</sup>, Hong Gil Nam<sup>1,5</sup>, Hye Ryun Woo<sup>5,‡</sup>, and Pyung Ok Lim<sup>5,‡</sup>

\* These authors contributed equally to this work.

Hye Ryun Woo

## **Supplementary materials and methods**

### ***Treatment of ethylene inhibitor***

The third and fourth leaves of 3-week-old plants were detached and treated with 3 mM MES (pH 5.7) buffer containing 5  $\mu$ M silver nitrate (Sigma, USA) for 1 h. Leaves were washed with water briefly and floated on 3 mM MES (pH 5.7) for the indicated days.

## Supplementary figures and tables

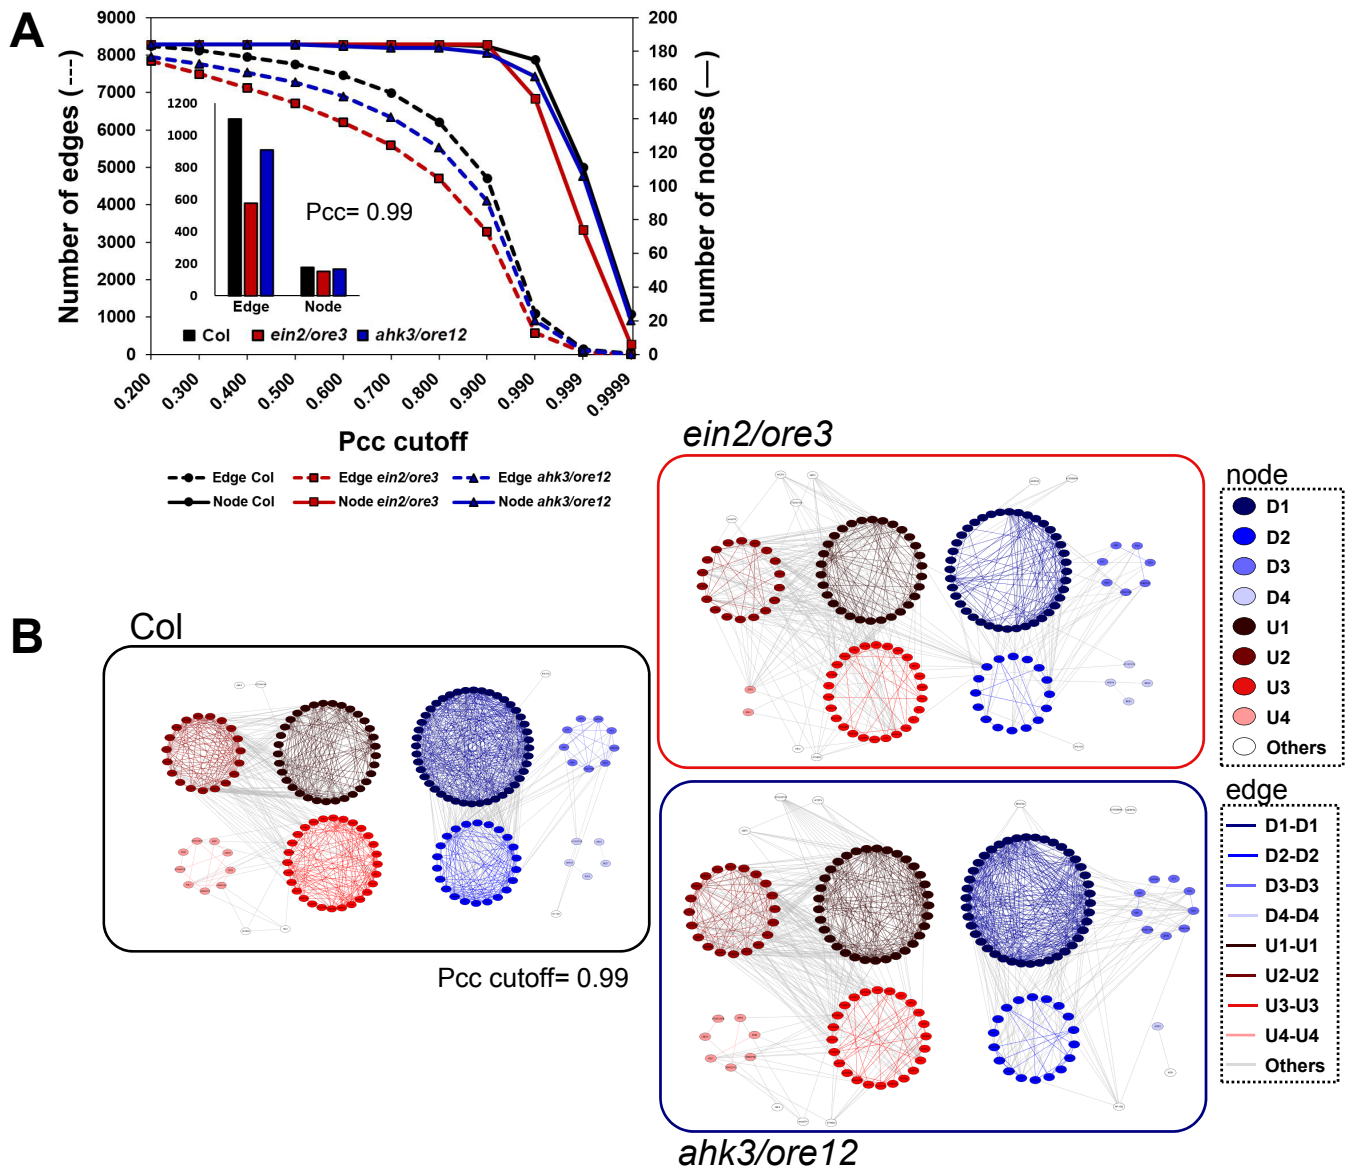

Fig. S1. Transcription factor (TF) co-expression network in *Arabidopsis ein2/ore3* and *ahk3/ore12* during dark-induced senescence. (A) The number of TF nodes and edges as a function of Pearson's correlation coefficient (Pcc) cut-off value in Col, *ein2/ore3*, and *ahk3/ore12*. Dashed lines indicated the number of edges and solid lines designate the number of nodes. Edges with Pcc larger than cut-off value indicated and nodes connected by these edges were included. TFs among the gene list described in Fig. 2A were used. Inset shows the number of TF nodes and edges at a Pcc cut-off of 0.99. (B) TF co-expression network in Col, *ein2/ore3*, and *ahk3/ore12*. The color of a node represents the cluster to which the TF belongs. Colored and grey edges indicate links between nodes belonging to the same and different clusters, respectively.

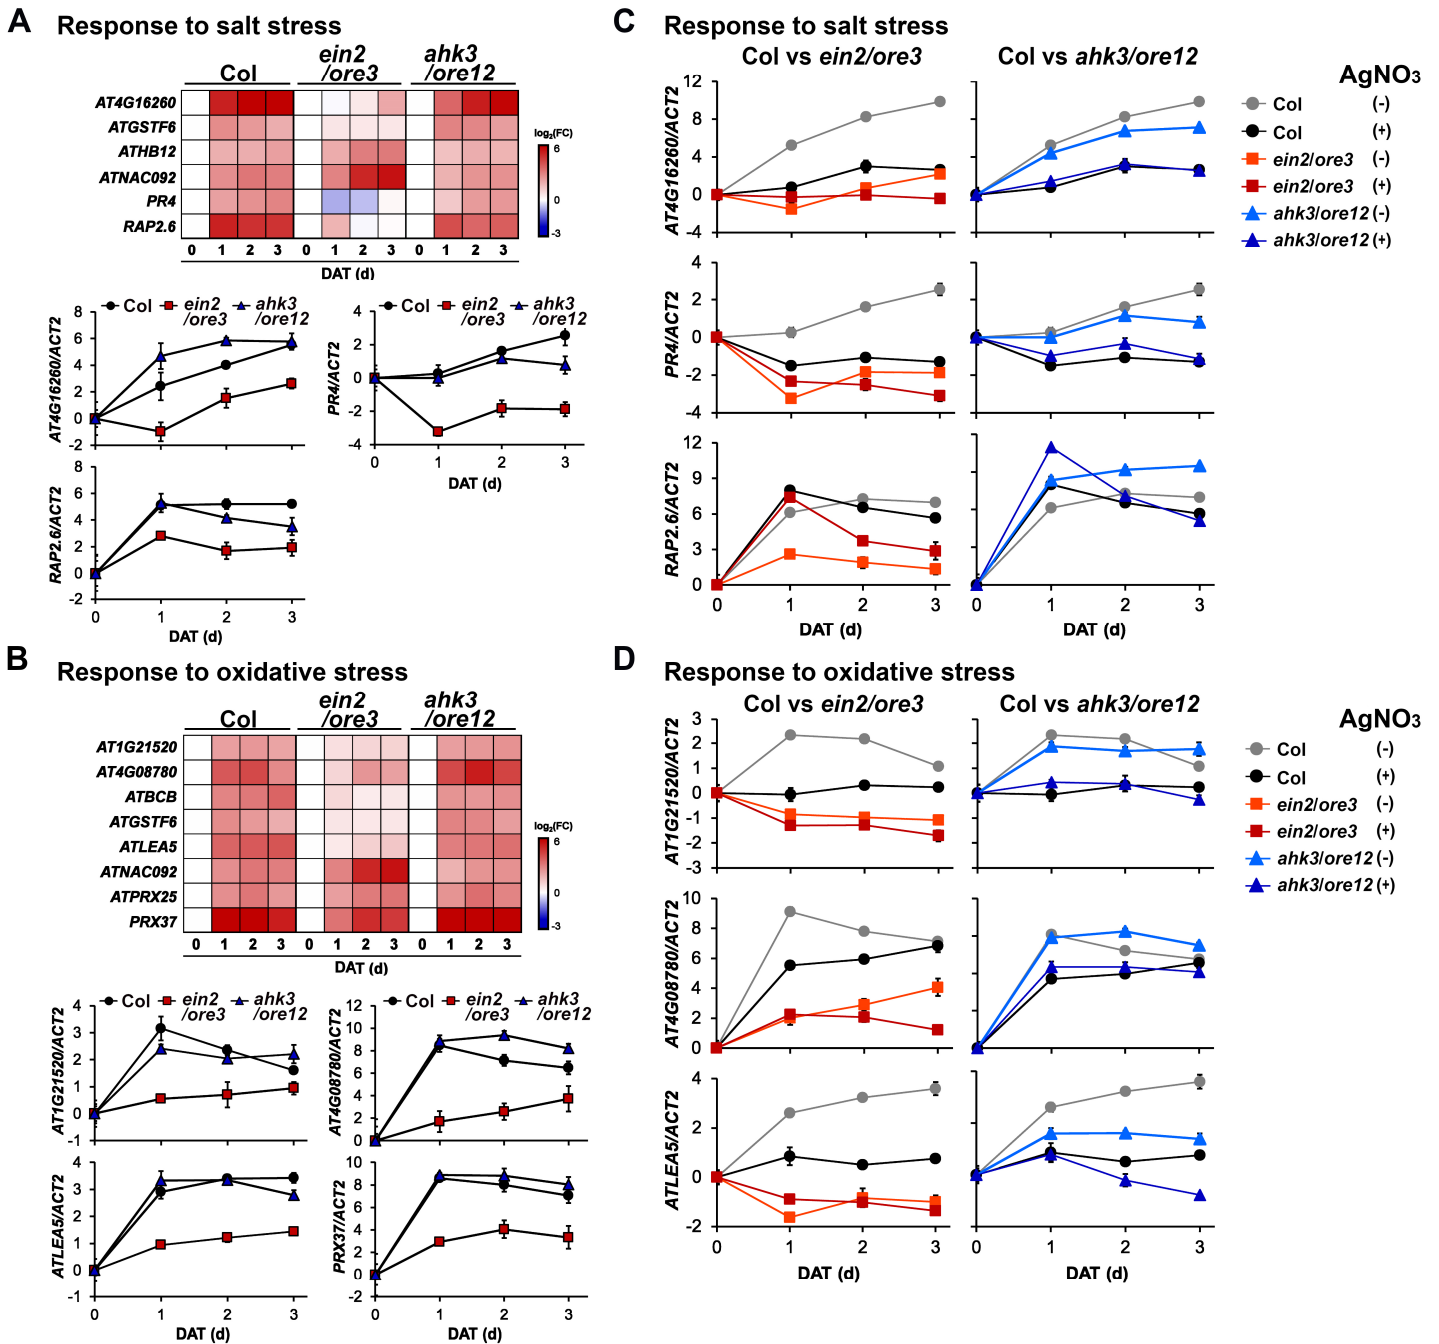

Fig. S2. Transcript profiles of genes belonging to gene ontology biological processes (GOBPs) significantly affected in *ein2/ore3* during dark-induced leaf senescence. (A, B) Differential kinetic expression of genes associated with the GOBP, responses to salt stress (*AT4G16260*, *PR4*, and *RAP2.6*) (A) and genes associated with the GOBP, responses to oxidative stress (*AT1G21520*, *AT4G08780*, *ATLEA5*, and *PRX37*) (B) from the analyses of microarray (upper panel) and qPCR (lower panel) data in Col, *ein2/ore3*, and *ahk3/ore12* at the number of days indicated. (C, D) qPCR results showing transcript levels of genes related to salt (C) and oxidative stress (D) response in Col, *ein2/ore3*, and *ahk3/ore12* leaves when treated with 5  $\mu$ M  $\text{AgNO}_3$  in the dark. Detached leaves were treated with or without  $\text{AgNO}_3$  for 1 h, washed with water, and kept in the dark for 3 d. Kinetic patterns of gene expression are shown as  $\log_2$  ratio of gene expression at the indicated time relative to that at day 0 in each genotype. Data represent mean  $\pm$  SE ( $n = 3$ ).

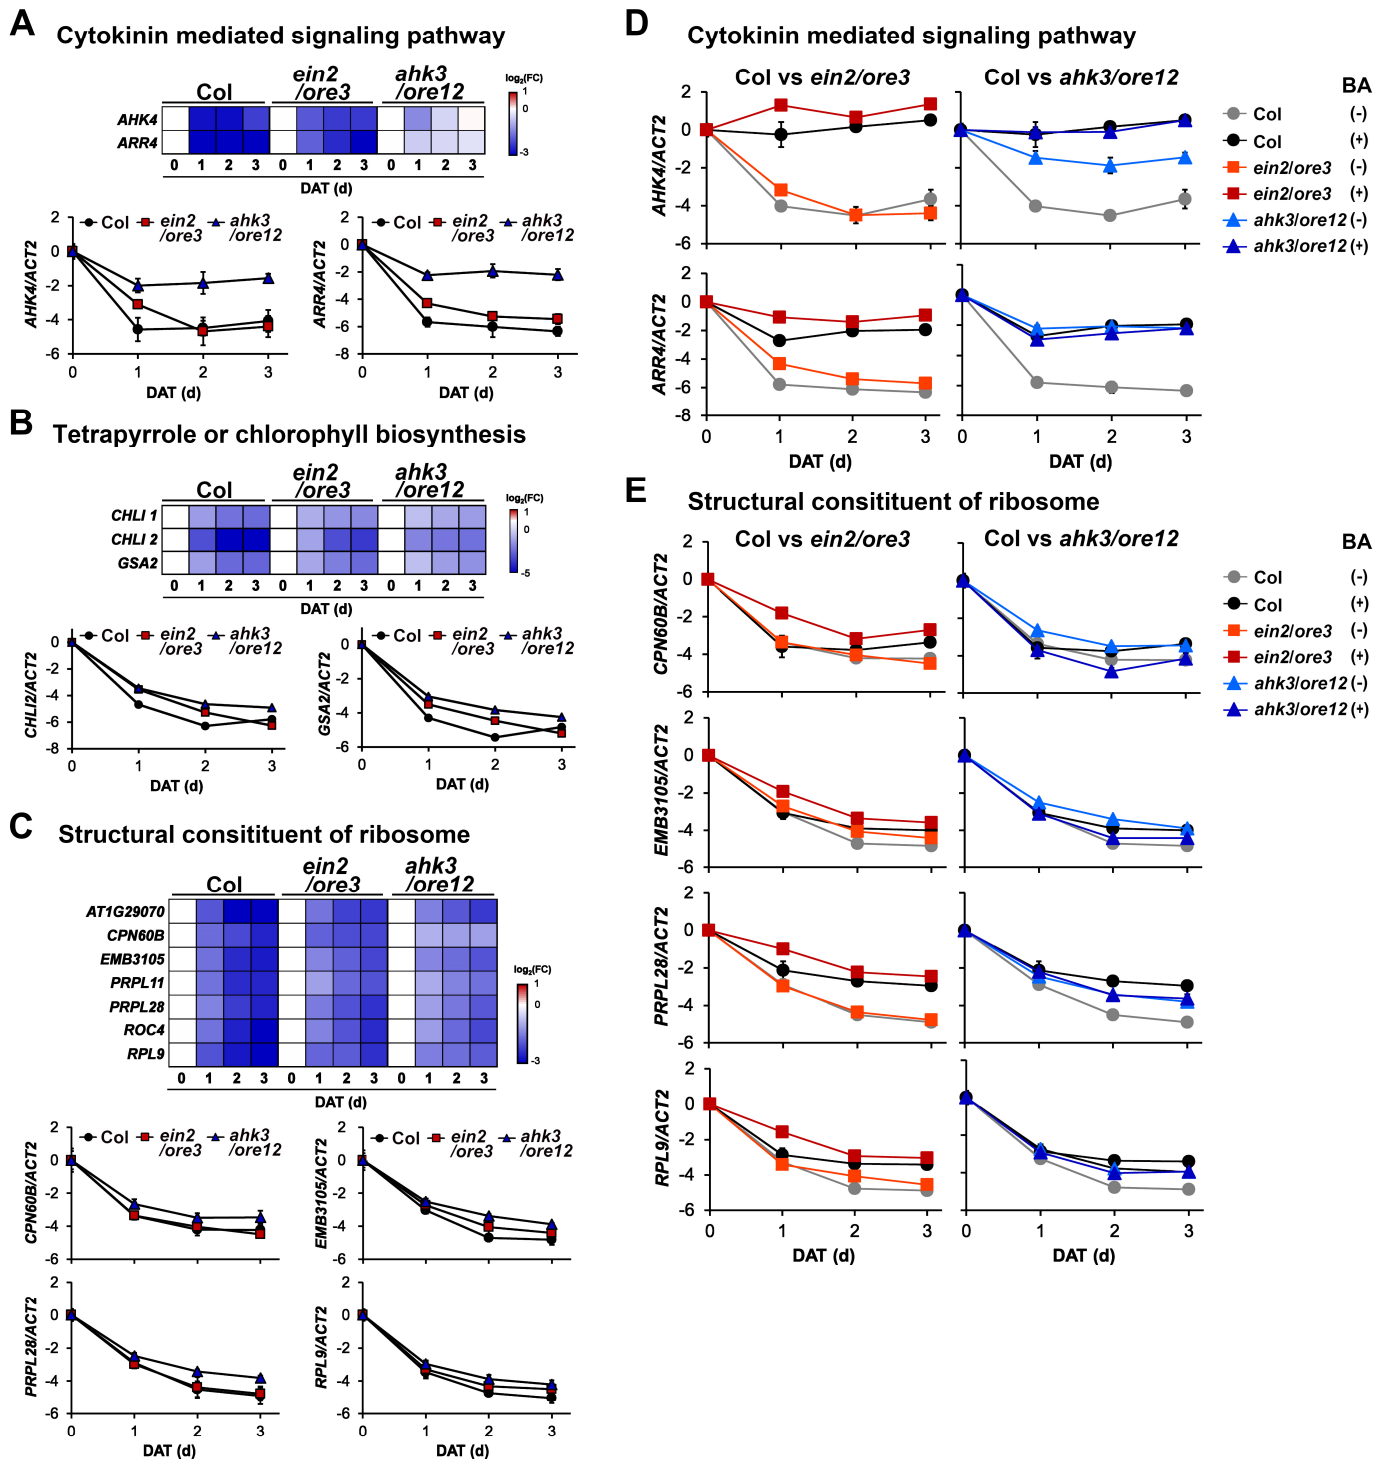

Fig. S3. Transcript profiles of genes belonging to GOBPs significantly affected in *ahk3/ore12* during dark-induced senescence. (A-C) Differential kinetic expression of genes associated with the GOBP, cytokinin-mediated signaling pathway (*AHK4* and *ARR4*) (A) and tetrapyrrole or chlorophyll biosynthesis (*CHL12* and *GSA2*) (B), genes associated with GOMF, structural constituent of ribosome (*CPN60B*, *EMB3105*, *PRPL28*, and *RPL9*) (C), from the analyses of microarray (upper panel) and qPCR (lower panel) data of Col, *ein2/ore3*, and *ahk3/ore12* at the indicated days (DAT). (D, E) qPCR data showing transcript level of genes related to cytokinin signaling (D) or ribosome complex (E) in Col, *ein2/ore3*, and *ahk3/ore12* leaves treated with BA in the dark. BA treatment was performed as described in Fig. 1F, G. Kinetic patterns of gene expression are shown as the  $\log_2$  ratio of gene expression at the indicated time relative to that at day 0 in each genotype. Data represent mean  $\pm$  SE (n=3).

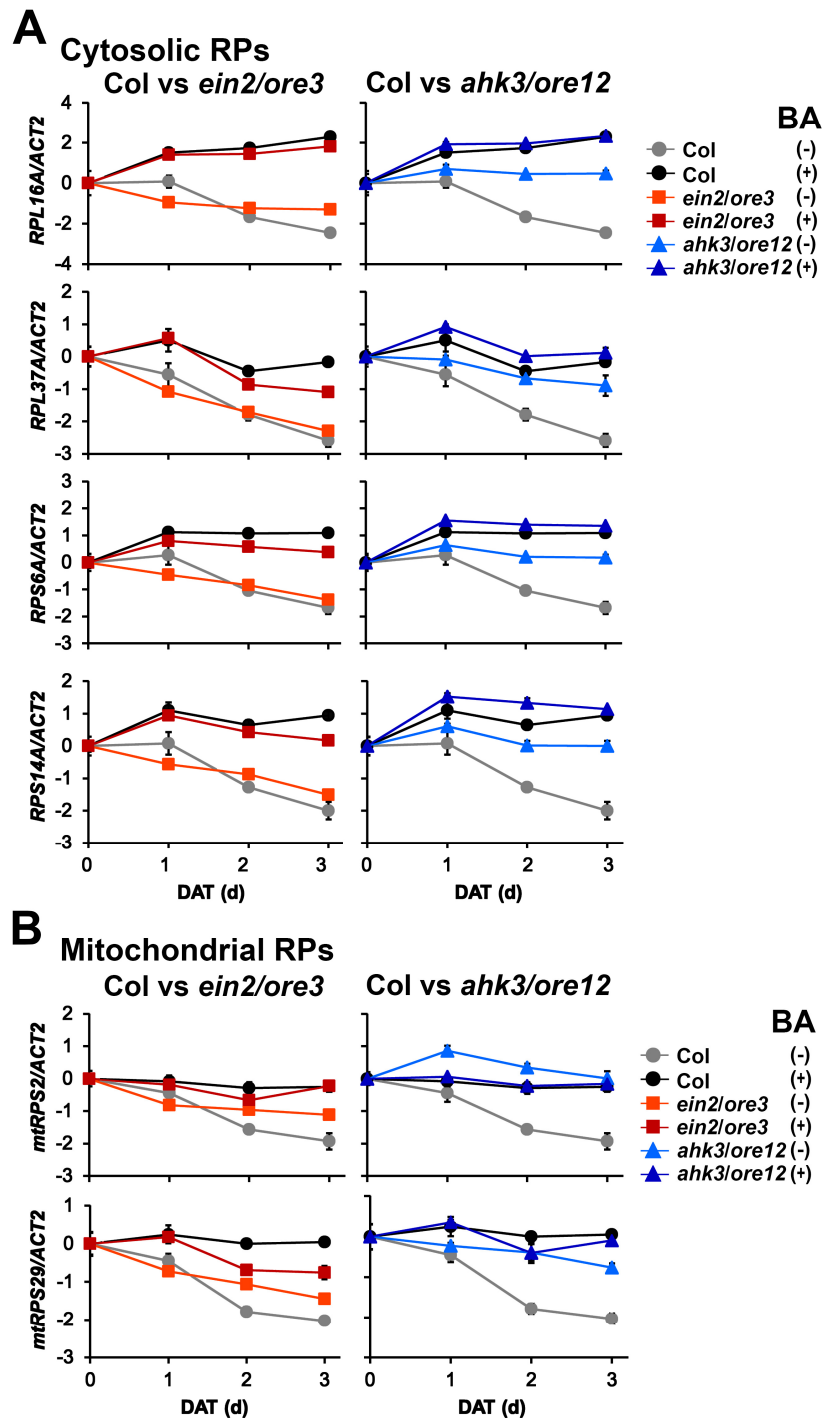

Fig. S4. Transcript profiles of genes encoding differentially localized ribosomal protein (RPs) in Col, *ein2/ore3*, and *ahk3/ore12* treated with cytokinin in the dark. (A, B) qPCR data showing transcript level of genes related to cytosolic (A) and mitochondrial (B) ribosome complex in Col, *ein2/ore3*, and *ahk3/ore12* leaves treated with BA in the dark. BA treatment was performed as described in Fig. 1F, G. Kinetic patterns of gene expression are shown as the  $\log_2$  ratio of gene expression at the indicated time relative to that at day 0 in each genotype. Data represent mean  $\pm$  SE (n=3).

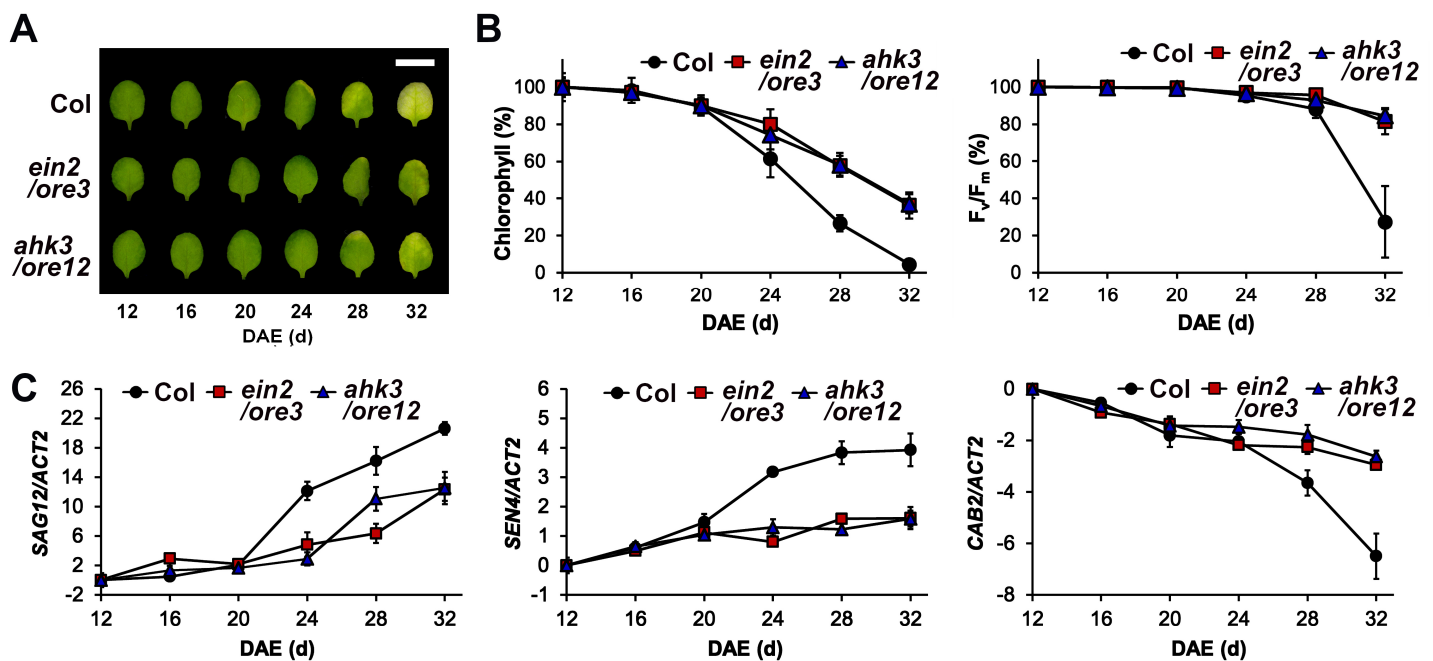

Fig. S5. Phenotypes of the Col, *ein2/ore3*, and *ahk3/ore12* leaves during developmental senescence. (A, B) Representative images (A), and measurements of chlorophyll content (B, left panel) and photochemical efficiency of PS II ( $F_v/F_m$ ; B, right panel) of Col, *ein2/ore3*, and *ahk3/ore12* leaves of indicated ages (d; DAE). Scale bar = 1 cm. Data represent mean  $\pm$  SE (n=12). (C) Changes in transcript levels of senescence-associated genes (*SAG12*, *SEN4*, and *CAB2*) in Col, *ein2/ore3*, and *ahk3/ore12* leaves of indicated ages. Kinetic patterns of gene expression are shown as the  $\log_2$  ratio of gene expression at the indicated DAE relative to that at DAE 12 in each genotype. Data represent mean  $\pm$  SE (n=4).

**Table S1** Primers used in this study

|                  |           |         |                              |                                                                     |
|------------------|-----------|---------|------------------------------|---------------------------------------------------------------------|
| <i>RPS6A</i>     | AT5G10360 | qRT-PCR | RPS5-R<br>RPS6A-F<br>RPS6A-R | GAGAAGAATCGGCTCGAAGA<br>TACCGCCGTACCTTCACAA<br>TCTGGAGGGTCAATGGAGTC |
| <i>RPS13A</i>    | AT4G00100 | qRT-PCR | RPS13A-F<br>RPS13A-R         | GTCGTATGCACAGTCGAGGA<br>CCTGAGAGGTGGTCTTGAGC                        |
| <i>RPS14A</i>    | AT2G36160 | qRT-PCR | RPS14A-F<br>RPS14A-R         | TGAAAATAGGCCGTATTGAGG<br>CCCACAATGCGAGAAAAACT                       |
| <i>RPS16B</i>    | AT3G04230 | qRT-PCR | RPS16B-F<br>RPS16B-R         | AGTATCGCTAAGGCCCTCGT<br>TCAAGATGTCCTTGATCTCCTTC                     |
| <i>RPS17</i>     | AT3G18880 | qRT-PCR | RPS17-F<br>RPS17-R           | CAATCGATATGTCAAGCGTAC<br>CTTGAAGGATCCAATTTCACTC                     |
| <i>RPS19</i>     | AT5G09500 | qRT-PCR | RPS19-F<br>RPS19-R           | CCCTTCCCGTATCCGTA<br>TGCTTCAATTTTCGCTTTCC                           |
| <i>RPS25D</i>    | AT4G39200 | qRT-PCR | RPS25D-F<br>RPS25D-R         | TCTACTGAAGCTCCCAAGTT<br>GCTAGCGACCCATTGATCC                         |
| <i>RPSAB</i>     | AT3G04770 | qRT-PCR | RPSAB F<br>RPSAB R           | GATTCTCACCGACCCAAGAA<br>CCGTGTACAGAAGGCAATA                         |
| <i>PRPL4</i>     | AT1G07320 | qRT-PCR | PRPL4-F<br>PRPL4-R           | CGAGGTACGGTGTTGATGC<br>CAATTGGAACCTACGGGTGCT                        |
| <i>PRPL11</i>    | AT1G32990 | qRT-PCR | PRPL11-F<br>PRPL11-R         | CCTCAACTCCGAGATTTCTCAC<br>AAGCAAGTTTGATAACTCCCACA                   |
| <i>PRPL12</i>    | AT3G27850 | qRT-PCR | PRPL12-F<br>PRPL12-R         | CGACTCTCTCAATCGCAACA<br>GAGTGGGAAGCGGAAGTGAGA                       |
| <i>PRPL13</i>    | AT1G78630 | qRT-PCR | PRPL13-F<br>PRPL13-R         | GCAGCAGAGAATTCTGAAAG<br>CAGGGCCTTTGTACACCTTC                        |
| <i>PRPL21</i>    | AT1G35680 | qRT-PCR | PRPL21-F<br>PRPL21-R         | TGCAAATGTTGATGACCAGATT<br>ACCTTGACTTTCCACAACAGC                     |
| <i>PRPL27</i>    | AT5G40950 | qRT-PCR | PRPL27-F<br>PRPL27-R         | CCAAGAACGGTCGTGATTC<br>TTTTTCCAGCATGGAACCTT                         |
| <i>PRPL34</i>    | AT1G29070 | qRT-PCR | PRPL34-F<br>PRPL34-R         | AATTGCTTCATTGCTCGTTTC<br>GATCAAACGCAATGGACAAA                       |
| <i>AT4G17560</i> | AT4G17560 | qRT-PCR | At4g17560-F<br>At4g17560-R   | AGGCTTTACTATCTGAGGGACAAG<br>ACGGTGGATGGTGTTCACCTT                   |
| <i>RFC3</i>      | AT3G17170 | qRT-PCR | RFC3-F<br>RFC3-R             | GTGACTTGAATGAAGAAAGGATGA<br>GGTAATCTTGACTTTCTGGTTAATGC              |
| <i>PSRP3/1</i>   | AT1G68590 | qRT-PCR | PSRP3/1-F<br>PSRP3/1-R       | ACACTCCACAACAACAATAAAGC<br>TGGTCCAATCCTAATCCTATGTTCT                |
| <i>PSRP4</i>     | AT2G38140 | qRT-PCR | PSRP4-F<br>PSRP4-R           | TCCAGCTCAATTCCTACTCGT<br>CGCATTCCCAAAGAGTGAT                        |
| <i>PRPS20</i>    | AT3G15190 | qRT-PCR | PRPS20-F<br>PRPS20-R         | ATGCGTCGCCTTCTCAAC<br>GCAGCCTCACACACAATCAA                          |
| <i>PRPS21</i>    | AT3G27160 | qRT-PCR | PRPS21-F<br>PRPS21-R         | GCAGCAGCAACTAAGAGTAAGAAA<br>TCAAGAAGGTACATCTCCACCAG                 |
| <i>mtRPL16</i>   | ATMG00080 | qRT-PCR | mtRPL16-F<br>mtRPL16-R       | CTTTCATATCGAGCCATTG<br>CTTACCATTTCCTTCGGAATTG                       |
| <i>mtRPS2</i>    | AT3G03600 | qRT-PCR | mtRPS2-F<br>mtRPS2-R         | GAATGACAATTATCGACTCCGAC<br>GAAGATGTTACCTCTCATGTG                    |
| <i>mtRPS7</i>    | AT2G07696 | qRT-PCR | mtRPS7-F<br>mtRPS7-R         | AAGAGGGGAAGTGCACGTAG<br>TGTGGTCTCACTTTACCACCA                       |
| <i>mtRPS29</i>   | AT1G16870 | qRT-PCR | mtRPS29-F<br>mtRPS29-R       | TCCGTCTCTAGATGTTGGTCCT<br>GCTTTCAGTGCTGCCTCAT                       |
| <i>mtRPS31</i>   | AT2G21290 | qRT-PCR | mtRPS31-F<br>mtRPS31-R       | GCTTGAGCTTCCCAGGTCTA<br>AGGAGAAAACCCCTAACAAGAGA                     |

How the deposited data were processed for this re-analysis (not part of the article)

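The files hold 24 NimbleGen arrays of leaves of 3 genotypes (Col, ein2/ore3 and ahk3/ore12) at 4 time points of dark incubation, with 2 replicates per condition. The authors scanned the arrays, and the deposited intensity values per transcript variant are linear RMA values, background-corrected, quantile-normalized and summarized by median polish over 1 to 4 probes. The deposited series table holds log2 values per gene made by the authors from the sums of the variants, and it differs from the log2 of the summed intensities by at most 0.00514. The values used here are the log2 of the summed intensities for 32627 genes, without further normalization and without a filter. Of these, 31993 genes were matched to a newer annotation, used for names and gene order only, and 634 kept their locus tag as name. The precision was judged from replicate pairs, whose median difference in size was between 0.13 and 0.30 on the log2 scale. The median log2 value of an array lay between 9.02 and 9.16, and was 8.91 on the array of ein2/ore3 at 2 DAT replicate 2, which was kept. The lowest intensity was 13.96 on that array and between 23.2 and 24.9 on the others. The first 3 principal components held 50.5%, 15.7% and 10.0% of the variance. Probe-level intensities were not analysed here.

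Models were fitted in R 4.3.3 with limma 3.58.1, and p were adjusted by Benjamini and Hochberg's method. DEGs over time were taken from the moderated F-test over the 4 time points of the 8 Col arrays at FDR under 0.01. A gene was altered in a mutant if the genotype term of a model of genotype and time, fitted to 16 arrays, passed FDR under 0.05 over all genes. Contrasts at single time points, and the changes of listed genes, came from a fit of 12 group means to all 24 arrays. DEGs were assigned to 26 profiles of unit steps by Pearson's correlation, and the 8 main clusters were those the paper names. G1 to G4 follow from the calls in the mutants: both, ein2/ore3 only, ahk3/ore12 only and neither. Intervals of percentages are 95% intervals over genes, which do not include variation between plants. Sets were tested with camera on z-scores of the moderated statistics, without ranks, at a preset correlation of 0.01. They were tested again with fry and with an estimated correlation. Network density is the number of edges over the number of pairs of connected TFs with a Pcc of at least 0.99 (positive only), taken over the 4 time point means.

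Lists were formed from words in gene names and symbols, which were phrases for 10566 genes: 739 TFs, 67 RP genes, 23 ribosome biogenesis genes, and sets for photosynthesis (52), histones (29), auxin (139), cytokinin (65), expansin (38), peroxidase (34), glutathione S-transferase (45) and WRKY (72). Those of Table S1 held 21 cytosolic, 15 chloroplast and 5 mitochondrial RP genes. The genes named one by one are EIN2, AHK3 and ACT2, those the paper names on the microarray in its text and in Fig. S2 and Fig. S3, and, for Col at 3 against 0 DAT and for the effect of each mutant, the 3 largest rises and the 3 largest falls among genes past the threshold with the same sign in both replicates. Gene ontology, MapMan and published TF lists were not used here, nor were the qPCR, chlorophyll and photochemistry measurements. Dataset S1 was held in part and served only to compare its values with those of the same arrays.

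These rules, the comparisons and most alternatives were set before the data were examined. The alternatives were other FDR thresholds, the methods' F-test, a replicate block, other numbers of arrays in the fit, other summaries of transcript variants, a filter that left out the dimmest 25% of genes, median centring, quantile normalization, other DEG lists, other models of the mutant effect, other Pcc cut-offs, and leaving out each array in turn. Where an array was left out, the remaining array of its condition was assumed to vary like the others. The labels place all arrays of a replicate number on 1 slide. After the condition means were removed, deviations of replicates correlated across genes with a median of 0.302 over 66 pairs of conditions, 47 of them over 0.1 and 2 under -0.1, and those of the 6 Col pairs lay between 0.341 and 0.818. The replicate number was therefore also fitted as a block, and blocked values are given where they change a call or move a number by more than 1.5 times.

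The procedure was tested on simulated data with 32627 genes. In a simulated time course, 163 of 200 changed genes and 2 unchanged genes were called, and 97.5% of changed genes were put in their cluster. For ein2/ore3 against Col, 178 of 200 changed and 11 unchanged genes were called. For ahk3/ore12, where only a set of genes was shifted, by 0.5 at 3 DAT, 0 genes were called. That set had an adjusted p of 2.1e-37 by camera, and 0% of random sets passed an unadjusted p of 0.05. The simulated noise was independent between genes, so the random sets do not test the effect of correlation between genes.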

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

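The tests chosen only after the results were seen were those of the lower array, of the slides for the RP genes, of the protein-coding ribosome biogenesis genes, of neighbouring genes in ahk3/ore12 and of genes offset in both mutants. Across 18 groups of 8 arrays (3 genotypes, each with summed intensity, median, lowest value, EIN2, AHK3 and ACT2), a sample far from the others was found in 4, where chance gives about 1 in 20 groups.

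The array of ein2/ore3 at 2 DAT replicate 2 lay far below the other 7 arrays of its genotype in summed intensity (72581116, or 72.6 M), in median (log2 8.91) and in lowest value (log2 3.80). These measures are not independent. Against the held part of Dataset S1, all 956 genes were lower on this array, by a median of -0.18 with an SD over genes of 0.0585. The median was -0.19 among the dimmest of 4 groups of these genes and -0.12 among the brightest, and the largest difference was -0.63, so the array is lowered throughout but not by 1 amount. A shift of the whole array left by the authors' processing therefore cannot be told apart from a lowering of another kind. The correlation with its replicate was 0.986, with 4 of the 12 pairs at or below it, itself included (range 0.965 to 0.995), and the median size of difference of the pair, 0.281, was exceeded by 1 pair. A poor RNA sample or hybridization cannot be told apart from other causes by so narrow a range. The array of ahk3/ore12 at 3 DAT replicate 1 had the lowest median of its genotype (log2 9.07), by a small margin, and no explanation was tested for it.

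RP genes differed between the mutants in a direct test (ein2/ore3 minus ahk3/ore12). The median was -0.35 at 1 DAT, -0.56 at 2 DAT and -0.49 at 3 DAT for the 67 RP genes, -0.51, -0.80 and -0.70 for cytosolic RP genes, and -0.44 and -0.45 at 2 and 3 DAT for chloroplast RP genes. At 0 DAT the difference had the opposite sign (0.23 for the 67 RP genes, 0.31 for cytosolic and 0.17 for chloroplast RP genes; by slide -0.14 and -0.26 as ahk3/ore12 minus ein2/ore3 over the 67). A shift of all bright genes left by the normalization is argued against, since 0% of 10000 lists matched for brightness had a median as high at 3 DAT (highest 0.17). A difference between the slides is argued against as well, since all 6 medians by slide in the dark had the same sign (lowest 0.34 as ahk3/ore12 minus ein2/ore3). The lower array lies in ein2/ore3 at 2 DAT only. What stays open is the correlation between RP genes, with which the calls did not hold, and any difference between the plants beyond the mutations. An effect of the mutations on RP transcripts could account for the pattern as a hypothesis, found and tested on the same data.

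Other groups of genes also differed between the mutants in the direct test (camera, medians of ein2/ore3 minus ahk3/ore12). At 0 DAT these were the 5 protein-coding ribosome biogenesis genes (0.22), cytokinin (-0.091), expansin (0.095) and glutathione S-transferase (0.081). At 1 DAT they were the protein-coding ribosome biogenesis genes (-0.37), photosynthesis (0.37), auxin (0.12) and expansin (0.048). At 2 DAT they were all 23 ribosome biogenesis genes (-0.29), their protein-coding ones (-0.65), photosynthesis (0.11), auxin (-0.069), cytokinin (-0.24) and expansin (0.21). The call for auxin at 2 DAT was for higher values in ein2/ore3, as its mean (0.092) is and its median is not. The median of all genes at 2 DAT was -0.11. Relative to it, the auxin median was 0.044, in the called direction, and that of the 23 ribosome biogenesis genes was -0.18. The relative medians of the protein-coding ones, photosynthesis, cytokinin and expansin kept their signs (-0.54, 0.22, -0.12 and 0.32). At 3 DAT they were the protein-coding ribosome biogenesis genes (-0.57), photosynthesis (0.12), histones (0.25), auxin (0.082), cytokinin (-0.15), expansin (0.33) and WRKY (-0.23). With a correlation estimated between genes, none of these calls held, and no explanation was tested for them.

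The change from 0 to 3 DAT differed between ein2/ore3 and ahk3/ore12 in 14 of the 24 genes of Fig. S2 and Fig. S3, tested on the difference itself. It was lower in ein2/ore3 for AT4G16260 (-3.89), PR4 (-2.29), RAP2.6 (-3.68), AT1G21520 (-1.55), AT4G08780 (-2.19), ATLEA5 (-2.00), PRX37 (-1.91), AHK4 (-2.37), ARR4 (-2.79), GSA2 (-0.84), CPN60B (-1.12) and PRPL28 (-0.50), and higher for ATHB12 (1.30) and ATNAC092 (3.01). ATNAC092 started from a lower value in ein2/ore3 (6.12 at 0 DAT, against 10.16 in Col). It stayed below Col there at every time point (mean difference -2.88). The paper chose these genes on the same samples, and no further explanation was tested.

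Data of 0 DAT, which the paper does not compare between genotypes across all genes, held 94 genes different between ein2/ore3 and Col and 8 between ahk3/ore12 and Col. Genes offset by at least 1 at every time point numbered 24 in ein2/ore3 (6 higher and 18 lower) and 11 in ahk3/ore12 (6 higher and 5 lower). In ahk3/ore12, 4 of the 11 lay within 20 genes of another (AT3G55890, AT3G55900, AT3G55910 and AT3G55920 on chromosome 3), against a mean of 0.116 and at most 4 in 1000 random sets, 0.2% of which had as many. This is what a chromosome segment that differs between the lines would give. AT3G55910 and SADHU3-2 were singled out after their values were seen. In ein2/ore3, 0 of 24 lay near another, against a mean of 0.628 in random sets, and they lay on 5 chromosomes. A segment that holds 1 of them cannot be told apart from other causes by this count. The offset genes of ein2/ore3 include ERS2 (-2.56), ETR2 (-4.00), EBP (-3.97) and RR16 (-4.79), also singled out after their values were seen apart from RR16. The size for RR16 is a lower bound, since it lay low on the scale in ein2/ore3 in the dark. In both mutants, 2 genes were offset with the same sign, AT3G28899 (-3.18 in ein2/ore3 and -3.09 in ahk3/ore12) and SADHU3-2 (-2.43 and -2.08). A difference carried by the Col plants cannot be told apart from an offset in both mutants with 2 genes.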

How the results depend on the processing

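The tests chosen only after the values had been seen were quantile normalization combined with the methods' F-test, the ribosome biogenesis list restricted to its protein-coding genes, and the alternatives for the counts of genes changed since 0 DAT and of genes differing at 0 DAT. In all, 129 results answered a comparison; under the alternatives other than leaving out an array, 702 of their values kept direction and call, 276 moved by more than the replicate spread or more than 1.5 times, 11 newly passed the threshold, 23 no longer passed it and 13 changed sign, counted only where the 95% interval, the replicate spread or an adjusted p under 0.05 had set the value apart from 0 or, for a gene set, had done so in the alternative. For the 72 tests of single genes of Fig. S2 and Fig. S3, 397 values kept direction and call, 4 newly passed and 7 no longer passed, and none changed sign. Taking the mean of the transcript variants or their first splice form alone, and profiles from replicate 1 alone, changed no direction, call or count of the 129 results beyond these limits; among the single genes, PRPL28 between the mutants was lost with the first splice form, and ROC4 in both mutants against Col with the mean of the variants. The values of the series matrix, run for the Col time course, changed no call, and every alternative set beforehand gave a value. For comparison, the values at the claims were 5199 DEGs, with 1384, 884, 544, 195, 674, 474, 275 and 139 in D1, D2, D3, D4, U1, U2, U3 and U4, 87.9% of DEGs in the 8 clusters, 3.75% in D4, 2.67% in U4 and 57.4% changed at 1 DAT, 6276 and 2936 genes altered in ein2/ore3 and ahk3/ore12, G1 to G4 of 1156, 1356, 362 and 1695, a G1 share of 40.2%, a ratio of G2 to G3 of 3.75, G1 percentages in the clusters of 11.2, 35.4, 43.6, 31.8, 8.31, 40.3, 37.1 and 28.8, a late-minus-other difference of 16.5, percentages altered in D1 and U1 of 37.1 and 41.2 in ein2/ore3 and 17.3 and 15.4 in ahk3/ore12, differing by 19.8 and 25.8 percentage points, down-minus-up differences of 2.605 and -3.12, median sizes within G1 of 1.00 and 0.86, and network densities of 0.0937, 0.0683 and 0.0849 with differences of -0.0254 and -0.00877. Unless a cause is given, the cause of a change was not tested.

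Thresholds and list sizes change counts by construction. FDR under 0.05 in place of 0.01 gave 9085 DEGs over time in Col. Taking DEGs at FDR under 0.05 into the later steps gave genes in D4, U1, U2, U3 and U4 numbering 343, 1320, 863, 644 and 336, a share of DEGs in the 8 clusters of 81.3%, a U4 share of 3.70%, 41.6% of DEGs changed at 1 DAT, G2 and G4 counts of 2047 and 3427, a G1 share of 34.9%, G1 percentages in D1, D2, D3, D4, U1, U2, U3 and U4 of 8.30, 29.1, 33.5, 22.4, 5.30, 26.8, 28.4 and 19.6, a late-minus-other difference in G1 percentage of 11.3, percentages altered in ein2/ore3 in D1 and U1 of 32.7 and 31.1, percentages altered in ahk3/ore12 in D1 of 13.8, differences between the mutants in U1 of 17.8 percentage points, a down-minus-up difference in ein2/ore3 of 6.14, a down-minus-up difference in ahk3/ore12 of -0.0813, network densities in Col, ein2/ore3 and ahk3/ore12 of 0.0674, 0.0492 and 0.0670 and density differences for ein2/ore3 minus Col and ahk3/ore12 minus Col of -0.0182 and -3.3e-04. Ranking by p and keeping the paper's number of genes gave genes in D1, D2, D3, D4, U1, U2, U3 and U4 numbering 846, 586, 299, 104, 296, 198, 79 and 50, a share of DEGs in the 8 clusters of 91.6%, a U4 share of 1.86%, 74.3% of DEGs changed at 1 DAT, G2, G3 and G4 counts of 708, 196 and 716, a G1 share of 48.1%, G1 percentages in D1, D2, D3, D4, U1, U2 and U3 of 15.4, 47.6, 61.5, 42.3, 15.2, 52.5 and 46.8, a late-minus-other difference in G1 percentage of 24.0, percentages altered in ein2/ore3 in D1 and U1 of 42.1 and 56.8, percentages altered in ahk3/ore12 in D1 and U1 of 21.9 and 24.0, differences between the mutants in U1 of 32.8 percentage points, network densities in Col, ein2/ore3 and ahk3/ore12 of 0.137, 0.114 and 0.128 and density differences for ahk3/ore12 minus Col of -0.00891. Requiring a change of at least 1 log2 gave 63.7% of DEGs changed at 1 DAT and percentages altered in ein2/ore3 in U1 of 45.8. With limma's contrast of 1 against 0 DAT there were 84.9% of DEGs changed at 1 DAT. Profiles taken from replicate 2 alone gave a share of DEGs in the 8 clusters of 84.2% and a U4 share of 3.19%.

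The test and the arrays it pooled also moved the gene groups. The methods' F-test at FDR under 0.01 gave 2572 DEGs over time in Col. For the genotype effect, the methods' F-test gave 1266 genes altered in ahk3/ore12, G1 and G3 counts of 461 and 162, a G1 share of 18.1%, a ratio of G2 to G3 of 11.9, G1 percentages in D1, D2, D3, D4, U1, U2, U3 and U4 of 5.13, 12.3, 10.3, 2.05, 5.64, 24.7, 19.6 and 8.63, a late-minus-other difference in G1 percentage of -2.34, percentages altered in ahk3/ore12 in D1 and U1 of 8.60 and 9.35, differences between the mutants in D1 and U1 of 26.7 and 30.7 percentage points and a down-minus-up difference in ahk3/ore12 of -8.85. Combined with quantile normalization, it gave 2628 DEGs over time in Col, 1770 genes altered in ahk3/ore12, G1, G2, G3 and G4 counts of 444, 890, 137 and 881, a G1 share of 30.2%, a ratio of G2 to G3 of 6.50, G1 percentages in D2, D3, D4, U1, U2 and U4 of 27.0, 29.5, 2.70, 10.7, 34.3 and 9.52, a late-minus-other difference in G1 percentage of 3.17, percentages altered in ein2/ore3 in D1 of 43.2, percentages altered in ahk3/ore12 in U1 of 19.2, differences between the mutants in D1 of 27.2 percentage points, a down-minus-up difference in ein2/ore3 of 9.17 and a down-minus-up difference in ahk3/ore12 of -7.81. Pooling all 24 arrays gave 10373 DEGs over time in Col, G1 percentages in D3 and D4 of 54.6 and 43.1, a late-minus-other difference in G1 percentage of 26.4, percentages altered in ein2/ore3 in D1 and U1 of 43.6 and 45.3, percentages altered in ahk3/ore12 in U1 of 12.8, differences between the mutants in D1 and U1 of 27.2 and 32.5 percentage points and a down-minus-up difference in ahk3/ore12 of 3.74. An F-test of the 3 interaction terms gave 3309 genes altered in ein2/ore3, a G1 share of 38.4%, a ratio of G2 to G3 of 2.38, G1 percentages in D1, D2, D3, D4, U1, U2, U3 and U4 of 4.55, 26.5, 47.8, 63.6, 4.15, 5.06, 14.5 and 45.3, a late-minus-other difference in G1 percentage of 40.4, percentages altered in ein2/ore3 in D1 and U1 of 25.9 and 24.9, percentages altered in ahk3/ore12 in D1 and U1 of 9.68 and 9.20, differences between the mutants in D1 and U1 of 16.3 and 15.7 percentage points, a down-minus-up difference in ein2/ore3 of 8.29 and a down-minus-up difference in ahk3/ore12 of 17.4. Testing the 4 differences between genotypes together gave 5696 genes altered in ahk3/ore12, G1 and G4 counts of 1993 and 1086, a G1 share of 57.2%, a ratio of G2 to G3 of 2.28, G1 percentages in D1, D2, D3, D4, U1, U3 and U4 of 20.9, 58.6, 82.2, 82.6, 17.8, 55.3 and 73.4, a late-minus-other difference in G1 percentage of 46.1, percentages altered in ein2/ore3 in D1 and U1 of 49.3 and 55.8, percentages altered in ahk3/ore12 in D1 and U1 of 30.9 and 27.0 and a down-minus-up difference in ahk3/ore12 of 10.4. Adjustment over the DEGs of the 8 clusters, which tests fewer genes, gave G1, G3 and G4 counts of 2114, 563 and 982, a G1 share of 58.9%, a ratio of G2 to G3 of 1.62, G1 percentages in D1, D2, D3, D4, U1, U2, U3 and U4 of 25, 60.3, 75.4, 68.7, 23.3, 59.3, 61.5 and 60.4, a late-minus-other difference in G1 percentage of 31.3, percentages altered in ein2/ore3 in D1 and U1 of 50.4 and 51.9, percentages altered in ahk3/ore12 in D1 and U1 of 37.1 and 38.6 and differences between the mutants in D1 and U1 of 13.4 and 13.4 percentage points. A mean difference of at least 0.5 log2, a further requirement on the same test, gave 3944 genes altered in ein2/ore3, 1483 genes altered in ahk3/ore12, G1 and G3 counts of 722 and 235, a G1 share of 34.7%, a ratio of G2 to G3 of 4.79, G1 percentages in D1, D2, D3, U1, U2 and U3 of 4.55, 24.5, 31.1, 2.82, 20.7 and 25.5, percentages altered in ein2/ore3 in D1 and U1 of 24.6 and 29.1, percentages altered in ahk3/ore12 in D1 and U1 of 7.88 and 5.79 and a down-minus-up difference in ahk3/ore12 of 1.96. With 16 arrays in the fit for the listed genes there were 0 genes of Fig. S2 differing at 3 DAT for ahk3/ore12 and Col when adjusted over all genes. G1 taken from the F-test over the 4 differences gave a median size of difference of G1 genes in ahk3/ore12 of 0.84.

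Scaling and filtering moved fewer results. Genes higher and lower in ein2/ore3 at 2 DAT against 0 DAT numbered 4778 and 5257 (47.6% higher), against 6206 and 4146 (59.9%) after median centring and 5906 and 4507 (56.7%) after quantile normalization; 1 of these arrays lies below the others on its whole scale. Median centring gave a U4 share of 3.31%, a G1 share of 38.0%, a ratio of G2 to G3 of 4.43, G1 percentages in D1 and D2 of 9.41 and 32.1, percentages altered in ahk3/ore12 in D1 of 14.5, a down-minus-up difference in ein2/ore3 of -0.508, a down-minus-up difference in ahk3/ore12 of -9.25, a median size of difference of G1 genes in ahk3/ore12 of 0.87, RP genes in ein2/ore3 at 1 DAT -0.17 (adjusted p 0.0278) and 5 genes of Fig. S3 differing at 3 DAT for ein2/ore3 and ahk3/ore12 when adjusted over the list alone. Quantile normalization gave a G1 share of 43.2%, G1 percentages in D1, D2 and D3 of 13.8, 38.8 and 51.0, percentages altered in ein2/ore3 in D1 of 41.2, percentages altered in ahk3/ore12 in D1 and U1 of 19.7 and 18.9, a down-minus-up difference in ein2/ore3 of 6.09, a median size of difference of G1 genes in ahk3/ore12 of 0.79, RP genes in ein2/ore3 at 1 DAT -0.15 (adjusted p 0.0491), 4 genes of Fig. S2 differing at 3 DAT for ahk3/ore12 and Col when adjusted over the list alone and 6 genes of Fig. S3 differing at 3 DAT for ein2/ore3 and ahk3/ore12 when adjusted over the list alone. Leaving out the dimmest 25% of genes gave a G1 share of 45.7%, a ratio of G2 to G3 of 2.73, G1 percentages in D1, D2, D3, D4, U1, U2 and U4 of 14.6, 42.8, 52.1, 38.6, 11.4, 46.2 and 37.0, a late-minus-other difference in G1 percentage of 20.01, percentages altered in ein2/ore3 in D1 of 41.6, percentages altered in ahk3/ore12 in D1 and U1 of 23.1 and 21.0, differences between the mutants in U1 of 20.2 percentage points and RP genes in ein2/ore3 at 1 DAT -0.14 (adjusted p 0.0401). The replicate block gave a G1 share of 46.1%, a ratio of G2 to G3 of 2.54, G1 percentages in D1, D2, D3, U1, U2 and U3 of 13.7, 40.8, 49.8, 14.4, 49.6 and 44, percentages altered in ahk3/ore12 in D1 and U1 of 22.1 and 24.8, differences between the mutants in D1 and U1 of 16.5 and 16.9 percentage points, a down-minus-up difference in ahk3/ore12 of -7.00, 50 genes higher in ein2/ore3 than in Col at 0 DAT, 143 genes lower in ein2/ore3 than in Col at 0 DAT and 4 genes of Fig. S2 differing at 3 DAT for ahk3/ore12 and Col when adjusted over the list alone; the counts at 0 DAT were compared after their values had been seen, and the replicate block changed no other call among the 129 results, while of the single genes AT1G21520 in ein2/ore3 and AT1G29070 in both mutants newly passed against Col.

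The Pcc cut-off changes the number of edges by construction. At a Pcc cut-off of 0.5 it gave network densities in Col, ein2/ore3 and ahk3/ore12 of 0.490, 0.410 and 0.441 and density differences for ein2/ore3 minus Col and ahk3/ore12 minus Col of -0.0801 and -0.0487. At 0.9 it gave network densities in Col, ein2/ore3 and ahk3/ore12 of 0.329, 0.223 and 0.276 and density differences for ein2/ore3 minus Col and ahk3/ore12 minus Col of -0.105 and -0.0532. At 0.95 the values were network densities in Col, ein2/ore3 and ahk3/ore12 of 0.241, 0.149 and 0.208 and density differences for ein2/ore3 minus Col and ahk3/ore12 minus Col of -0.0914 and -0.0332. At 0.999, where both differences changed sign, the values were network densities in Col, ein2/ore3 and ahk3/ore12 of 0.0244, 0.0269 and 0.0381 and density differences for ein2/ore3 minus Col and ahk3/ore12 minus Col of 0.00259 and 0.0137. Over the 8 arrays of a genotype with a Pcc cut-off of 0.9, the values were network densities in Col, ein2/ore3 and ahk3/ore12 of 0.299, 0.172 and 0.239 and density differences for ein2/ore3 minus Col and ahk3/ore12 minus Col of -0.127 and -0.0603. Replicate 1 alone, with clusters and G1 formed again from it, gave a median size of difference of G1 genes in ahk3/ore12 of 0.87 and density differences for ahk3/ore12 minus Col of -0.0117. Replicate 2 alone gave network densities in Col, ein2/ore3 and ahk3/ore12 of 0.0787, 0.0487 and 0.0671 and density differences for ein2/ore3 minus Col and ahk3/ore12 minus Col of -0.0300 and -0.0116. All DEGs of the 8 clusters in place of the TFs gave network densities in ein2/ore3 and ahk3/ore12 of 0.0478 and 0.0607 and density differences for ein2/ore3 minus Col and ahk3/ore12 minus Col of -0.0359 and -0.0230.

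The gene sets depended on the test and on the list. By fry, calls changed for RP genes in ein2/ore3 at 0 DAT 0.10 (adjusted p 0.179), RP genes in ahk3/ore12 at 0 DAT -0.061 (adjusted p 0.305), expansin over 3 d in Col 0.11 (adjusted p 7.0e-05), cytosolic RP genes over 3 d in Col 0.34 (adjusted p 0.0277), mitochondrial RP genes over 3 d in Col 0.48 (adjusted p 7.0e-05) and glutathione S-transferase in ein2/ore3 relative to Col over 3 d -0.44 (adjusted p 0.0698). By camera with an estimated correlation, the calls lost were RP genes in ein2/ore3 at 0 DAT 0.10 (adjusted p 0.245), RP genes in ahk3/ore12 at 0 DAT -0.061 (adjusted p 0.322), RP genes in ahk3/ore12 at 1 DAT 0.21 (adjusted p 0.0567), histones over 3 d in Col -0.56 (adjusted p 0.5004), auxin over 3 d in Col -0.48 (adjusted p 0.402), WRKY over 3 d in Col 0.66 (adjusted p 0.5004), photosynthesis in ein2/ore3 relative to Col over 3 d 0.99 (adjusted p 0.141), histones in ein2/ore3 relative to Col over 3 d 0.39 (adjusted p 0.402), auxin in ein2/ore3 relative to Col over 3 d 0.32 (adjusted p 0.402), glutathione S-transferase in ein2/ore3 relative to Col over 3 d -0.44 (adjusted p 0.560), chloroplast RP genes in ein2/ore3 relative to Col over 3 d 0.71 (adjusted p 0.161), cytosolic RP genes in ein2/ore3 relative to Col over 3 d -0.48 (adjusted p 0.5004), photosynthesis in ahk3/ore12 relative to Col over 3 d 1.01 (adjusted p 0.161), auxin in ahk3/ore12 relative to Col over 3 d 0.22 (adjusted p 0.587), cytokinin in ahk3/ore12 relative to Col over 3 d 0.14 (adjusted p 0.582) and cytosolic RP genes in ahk3/ore12 relative to Col over 3 d 0.46 (adjusted p 0.402). Restricting the RP genes to the chloroplast genes of Table S1 gave RP genes in ein2/ore3 at 0 DAT -0.037 (adjusted p 0.842), RP genes in ein2/ore3 at 1 DAT 0.28 (adjusted p 9.3e-04), RP genes in ein2/ore3 at 2 DAT 0.69 (adjusted p 5.8e-11) and RP genes in ein2/ore3 at 3 DAT 0.78 (adjusted p 8.4e-08), 4 changes of sign that follow from the list. The 5 mitochondrial genes gave RP genes in ein2/ore3 at 0 DAT 0.20 (adjusted p 0.614), RP genes in ahk3/ore12 at 0 DAT -0.015 (adjusted p 0.907), RP genes in ahk3/ore12 at 1 DAT -0.11 (adjusted p 0.907), RP genes in ahk3/ore12 at 2 DAT -0.0044 (adjusted p 0.907) and RP genes in ahk3/ore12 at 3 DAT -0.044 (adjusted p 0.907). The cytosolic genes gave RP genes in ein2/ore3 at 1 DAT -0.28 (adjusted p 0.00231), RP genes in ein2/ore3 at 2 DAT -0.42 (adjusted p 0.00179) and RP genes in ahk3/ore12 at 0 DAT -0.064 (adjusted p 0.433). The protein-coding genes of the biogenesis list gave ribosome biogenesis genes in ein2/ore3 at 0 DAT 0.22 (adjusted p 0.0123), ribosome biogenesis genes in ahk3/ore12 at 1 DAT 0.35 (adjusted p 0.00521) and ribosome biogenesis genes in ahk3/ore12 at 3 DAT 0.77 (adjusted p 0.00378).

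Leaving out each array in turn leaves 1 array in its group, which is then assumed to vary like the arrays of the other groups. Of the values answering a comparison, 2321 kept direction and call, 512 moved, 25 newly passed, 5 no longer passed and 25 changed sign by the same rule, which leaves out values not set apart from 0; for the single genes of Fig. S2 and Fig. S3 the numbers were 1629 same, 19 newly past and 80 no longer past the threshold. For the Col time course the ranges were DEGs 1828 (without Col 0 DAT replicate 1) to 5176 (without Col 1 DAT replicate 1), % in 8 clusters 86.8 (without Col 1 DAT replicate 2) to 91.5 (without Col 3 DAT replicate 1), % in D4 2.92 (without Col 3 DAT replicate 2) to 4.73 (without Col 0 DAT replicate 2), % in U4 1.24 (without Col 3 DAT replicate 1) to 4.56 (without Col 1 DAT replicate 1) and % changed at 1 DAT 58.7 (without Col 1 DAT replicate 1) to 80.2 (without Col 3 DAT replicate 1). Genes per cluster ranged over D1 545 (without Col 0 DAT replicate 1) to 1453 (without Col 1 DAT replicate 1), D2 395 (without Col 0 DAT replicate 1) to 928 (without Col 1 DAT replicate 2), D3 214 (without Col 0 DAT replicate 1) to 492 (without Col 1 DAT replicate 2), D4 70 (without Col 3 DAT replicate 2) to 170 (without Col 1 DAT replicate 1), U1 176 (without Col 0 DAT replicate 2) to 920 (without Col 1 DAT replicate 2), U2 106 (without Col 0 DAT replicate 2) to 570 (without Col 1 DAT replicate 1), U3 39 (without Col 0 DAT replicate 1) to 332 (without Col 1 DAT replicate 1) and U4 29 (without Col 3 DAT replicate 1) to 236 (without Col 1 DAT replicate 1).

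For the mutants, leaving out single arrays gave genes altered in ahk3/ore12 13 (without Col 2 DAT replicate 1) to 5227 (without Col 0 DAT replicate 1), G1 1 (without Col 2 DAT replicate 1) to 1454 (without ahk3/ore12 0 DAT replicate 2), G2 309 (without Col 0 DAT replicate 1) to 2511 (without ahk3/ore12 2 DAT replicate 1), G3 1 (without Col 2 DAT replicate 1) to 575 (without ahk3/ore12 0 DAT replicate 2), G4 303 (without Col 0 DAT replicate 1) to 2056 (without ahk3/ore12 2 DAT replicate 1), G1 share 0.0398 (without ahk3/ore12 2 DAT replicate 1) to 64.0 (without Col 0 DAT replicate 1) and ratio of G2 to G3 1.83 (without Col 0 DAT replicate 1) to 2511 (without ahk3/ore12 2 DAT replicate 1). The G1 percentage ranged over D1 0 (without Col 2 DAT replicate 1) to 28.1 (without Col 0 DAT replicate 1), D2 0 (without Col 2 DAT replicate 1) to 74.9 (without Col 0 DAT replicate 1), D3 0 (without Col 2 DAT replicate 1) to 84.1 (without Col 0 DAT replicate 1), D4 0 (without Col 2 DAT replicate 1) to 65.9 (without Col 0 DAT replicate 1), U1 0.148 (without ahk3/ore12 2 DAT replicate 1) to 27.3 (without Col 0 DAT replicate 1), U2 0 (without Col 2 DAT replicate 1) to 64.3 (without Col 0 DAT replicate 1), U3 0 (without Col 2 DAT replicate 1) to 53.4 (without Col 1 DAT replicate 2) and U4 0 (without Col 2 DAT replicate 1) to 46.5 (without Col 0 DAT replicate 1). The late-minus-other difference had the range -0.113 (without Col 3 DAT replicate 2) to 28.8 (without Col 0 DAT replicate 1), with 8 changes of sign, each where G1 fell to 1 or 2 genes. Percentages altered ranged over ein2/ore3 in D1 28.5 (without ein2/ore3 2 DAT replicate 1) to 52.5 (without Col 0 DAT replicate 1), ahk3/ore12 in D1 0 (without Col 2 DAT replicate 1) to 39.3 (without Col 0 DAT replicate 1), ein2/ore3 in U1 34.1 (without ein2/ore3 3 DAT replicate 2) to 65.5 (without Col 0 DAT replicate 1) and ahk3/ore12 in U1 0.297 (without ahk3/ore12 2 DAT replicate 1) to 40.2 (without Col 0 DAT replicate 1), and the difference between the mutants over D1 10.8 (without ahk3/ore12 0 DAT replicate 2) to 37.1 (without ahk3/ore12 2 DAT replicate 1) and U1 17.8 (without ahk3/ore12 0 DAT replicate 2) to 52.6 (without Col 2 DAT replicate 2). Down-minus-up differences ranged over ein2/ore3 -8.10 (without Col 1 DAT replicate 2) to 5.65 (without Col 0 DAT replicate 1) and ahk3/ore12 -11.8 (without Col 1 DAT replicate 2) to 5.45 (without Col 0 DAT replicate 1), the latter changing sign 3 times. The median size of the difference within G1 ranged over ein2/ore3 0.38 (without Col 2 DAT replicate 1) to 1.22 (without Col 0 DAT replicate 2), ahk3/ore12 0.61 (without ahk3/ore12 3 DAT replicate 1) to 1.11 (without ahk3/ore12 2 DAT replicate 2) and ein2/ore3 minus ahk3/ore12 -0.71 (without ahk3/ore12 2 DAT replicate 2) to 0.23 (without ahk3/ore12 3 DAT replicate 1), with 5 changes of sign of the difference, each with 1 gene in G1.

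Network density ranged over Col 0.0808 (without Col 1 DAT replicate 1) to 0.135 (without Col 3 DAT replicate 1), ein2/ore3 0.0571 (without ein2/ore3 3 DAT replicate 1) to 0.136 (without Col 3 DAT replicate 2), ahk3/ore12 0.0767 (without ahk3/ore12 1 DAT replicate 1) to 0.143 (without Col 0 DAT replicate 2), ein2/ore3 minus Col -0.0400 (without Col 1 DAT replicate 2) to 0.0151 (without Col 3 DAT replicate 2) and ahk3/ore12 minus Col -0.0170 (without ahk3/ore12 1 DAT replicate 1) to 0.0226 (without Col 0 DAT replicate 1); the 2 differences changed sign 5 and 4 times. Counts of changed genes with a move beyond 1.5 times ranged over genes higher in ein2/ore3 at DAT 1 2697 (without ein2/ore3 1 DAT replicate 1) to 4801 (without Col 1 DAT replicate 1), genes higher in ahk3/ore12 at DAT 1 2776 (without ahk3/ore12 1 DAT replicate 1) to 4676 (without Col 1 DAT replicate 1) and genes lower in ein2/ore3 at DAT 2 3483 (without ein2/ore3 2 DAT replicate 2) to 8991 (without ein2/ore3 2 DAT replicate 1) against 0 DAT, and at 0 DAT over higher in ein2/ore3 than in Col 8 (without Col 0 DAT replicate 1) to 41 (without Col 1 DAT replicate 1), lower in ein2/ore3 than in Col 24 (without Col 0 DAT replicate 1) to 74 (without Col 0 DAT replicate 2), higher in ahk3/ore12 than in Col 4 (without Col 3 DAT replicate 1) to 9 (without Col 0 DAT replicate 1) and lower in ahk3/ore12 than in Col 3 (without Col 0 DAT replicate 1) to 11 (without Col 0 DAT replicate 2).

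The gene sets with a changed call ranged over RP genes in ein2/ore3 at 0 DAT 0.037 (without ein2/ore3 0 DAT replicate 2) to 0.20 (without ein2/ore3 0 DAT replicate 1) with adjusted p 4.5e-10 to 0.417, RP genes in ein2/ore3 at 1 DAT -0.22 (without Col 1 DAT replicate 2) to -0.059 (without Col 1 DAT replicate 1) with adjusted p 0.00478 to 0.599, RP genes in ahk3/ore12 at 0 DAT -0.086 (without ahk3/ore12 0 DAT replicate 2) to -0.035 (without ahk3/ore12 0 DAT replicate 1) with adjusted p 1.6e-05 to 0.197, ribosome biogenesis genes in ahk3/ore12 at 0 DAT -0.050 (without ahk3/ore12 0 DAT replicate 1) to 0.11 (without ahk3/ore12 0 DAT replicate 2) with adjusted p 0.0490 to 0.735, expansin over 3 d in Col -0.0051 (without Col 3 DAT replicate 1) to 0.24 (without Col 3 DAT replicate 2) with adjusted p 0.0141 to 0.127, cytosolic RP genes over 3 d in Col 0.23 (without Col 3 DAT replicate 2) to 0.47 (without Col 3 DAT replicate 1) with adjusted p 0.00897 to 0.330, WRKY in ein2/ore3 relative to Col over 3 d -0.30 (without Col 3 DAT replicate 2) to -0.071 (without Col 0 DAT replicate 2) with adjusted p 0.0133 to 0.306, cytosolic RP genes in ein2/ore3 relative to Col over 3 d -0.71 (without ein2/ore3 0 DAT replicate 1) to -0.20 (without ein2/ore3 0 DAT replicate 2) with adjusted p 7.9e-08 to 0.0515, histones in ahk3/ore12 relative to Col over 3 d 0.094 (without ahk3/ore12 3 DAT replicate 1) to 0.32 (without ahk3/ore12 0 DAT replicate 1) with adjusted p 0.0227 to 0.420 and auxin in ahk3/ore12 relative to Col over 3 d 0.041 (without Col 0 DAT replicate 1) to 0.36 (without Col 0 DAT replicate 2) with adjusted p 1.5e-04 to 0.0505. Numbers of genes differing at 3 DAT ranged over Fig. S3, ein2/ore3 and Col, adjusted over all genes, 1 (without Col 3 DAT replicate 1) to 5 (without Col 1 DAT replicate 1), Fig. S2, ahk3/ore12 and Col, adjusted over all genes, 0 (without Col 3 DAT replicate 1) to 3 (without Col 1 DAT replicate 1), Fig. S2, ahk3/ore12 and Col, adjusted over the list alone, 2 (without Col 0 DAT replicate 1) to 4 (without Col 0 DAT replicate 2), Fig. S3, ein2/ore3 and ahk3/ore12, adjusted over all genes, 2 (without ahk3/ore12 0 DAT replicate 1) to 5 (without Col 1 DAT replicate 1) and Fig. S3, ein2/ore3 and ahk3/ore12, adjusted over the list alone, 5 (without ahk3/ore12 0 DAT replicate 1) to 10 (without ein2/ore3 2 DAT replicate 1).

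The authors' values carry no detection call, and no background probes were used here, so a gene near the lowest intensities cannot be told from background on these arrays. The lowest intensity per array was 23.2 to 24.9, apart from 13.96 on the array of ein2/ore3 at 2 DAT replicate 2, against medians of 8.91 to 9.16 on the log2 scale. Leaving out the dimmest genes moved the G1 share to 45.7%, and with 2 arrays per condition the number of arrays limits the precision of every value.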

Differences from the paper's values

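The test chosen only after the values were seen was quantile normalization combined with the methods' F-test. For the number of DEGs over time in Col, the paper's value is 2684 and the value here 5199. Of 12 alternatives set before the data were examined, the methods' F-test at FDR under 0.01 (2572) removes the difference, and the others (FDR under 0.05, all 24 arrays, the methods' F-test at FDR under 0.05, the replicate block, the series table, a change of at least 1, the mean of the variants, the first splice form, dim genes left out, median centring and quantile normalization) do not. Quantile normalization with the methods' F-test, chosen after seeing the values, gives 2628, and how many of the paper's DEGs it drops was not counted, because the paper's list is held here only in part. For DEGs in the 8 main clusters, the paper's value is 2482 and the value here 4569. Only taking the 2684 genes with the smallest p removes that difference, which sets the number of genes by construction, and the other 9 alternatives do not.

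For genes per cluster, the paper's values are about 690 in D1, about 490 in D2, about 220 in D3, about 99 in D4, about 320 in U1 and about 280 in U2 in Fig. 2A, read by eye, and the values here are 1384, 884, 544, 195, 674 and 474. Taking the 2684 genes with the smallest p removes each of these differences, a change of at least 1 removes that of U2, and the remaining alternatives (DEGs at FDR under 0.05, the mean of the variants, the first splice form, dim genes left out, median centring, quantile normalization, profiles from replicate 1 or replicate 2 alone, and for D1 to D4 and U1 a change of at least 1) remove none.

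For G1, the paper's value is 770 and the value here 1156, which lies just past 1.5 times the paper's, so that a small fall removes the difference. Of 15 alternatives set before the data were examined, 7 remove the difference: a change of at least 1, the mean of the variants, the first splice form, median centring, the 2684 genes with the smallest p, the interaction terms and a mean difference of at least 0.5. All 24 arrays, the replicate block, dim genes left out, quantile normalization, DEGs at FDR under 0.05, the 4 differences together, the methods' F-test and adjustment over the DEGs of the 8 clusters do not. For G2, the paper's value is 690 and the value here 1356, and only the 2684 genes, the interaction terms and adjustment over the DEGs remove the difference. For G3, the paper's value is 149 and the value here 362, and only the 2684 genes and the methods' F-test do. For G4, the paper's value is 873 and the value here 1695, and only the 2684 genes, the 4 differences together and adjustment over the DEGs do. The other 12 or 13 alternatives leave these differences. Quantile normalization with the methods' F-test, chosen after seeing the values, gives 890 in G2, 137 in G3 and 881 in G4, within 1.5 times the paper's values, and 444 in G1, which is not.

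For the share of G1 in D3 and D4, the paper's values are 79 and 81%, and the values here 43.6% in D3 and 31.8% in D4. The paper words its values for D3, D4 and U4 as proportions of the G1 genes. They are read here as the part of each cluster that lies in G1, and the comparison rests on that reading. The F-test over the 4 differences and adjustment over the DEGs of the 8 clusters remove the difference for both, and all 24 arrays, the 2684 genes and the interaction terms remove it for the higher one only. The other 10 alternatives remove neither. For U4, the paper's value is 43.7% and the value here 28.8%. All 24 arrays, the replicate block, a change of at least 1, dim genes left out, quantile normalization, the 2684 genes, the interaction terms and adjustment over the DEGs remove the difference, and the mean of the variants, the first splice form, median centring, DEGs at FDR under 0.05, the 4 differences together, the methods' F-test and a mean difference of at least 0.5 do not.

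Further statements differ in direction or course. The paper states that ahk3/ore12 acts by preference on down-regulated genes. Of the altered DEGs, 967 were down-regulated and 551 up-regulated, but the percentage altered was lower by 3.12 percentage points among down-regulated than among up-regulated DEGs (-3.12). All 24 arrays, the interaction terms, the 4 differences together and a mean difference of at least 0.5 give the paper's direction. The paper states that network density is lower in ein2/ore3 than in Col over a wide range of cut-offs and in all clusters. It was lower at cut-offs from 0.2 to 0.99, whereas at 0.999 it was 0.0269 in ein2/ore3 and 0.0244 in Col, and in D2 and U4 it was 1.00 in ein2/ore3 (2 nodes each) against 0.372 and 0.667 in Col. Density here is taken over connected TFs; taken over all pairs of TFs, edges were fewer in ein2/ore3 in each of these cases, as in the paper (0.00449 against 0.00999 at 0.999, and 0.0110 against 0.319 in D2). The paper states that density levels off beyond a Pcc of 0.99, whereas in Col it fell from 0.0937 to 0.0244 at 0.999. By qPCR relative to ACT2, the paper reports a slow fall of cytoplasmic and mitochondrial RP transcripts in Col. On the arrays, which were not scaled to ACT2, the medians of both groups rose in Col.

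Among the 7 stress genes the paper names as attenuated more in ein2/ore3 than in ahk3/ore12, all 7 had the stated direction in the direct comparison and were called at 3 DAT. For AT4G08780 and PRX37, however, ein2/ore3 did not differ from Col (adjusted p 0.591 and 0.239) and ahk3/ore12 lay above it, and the calls of AT4G16260, AT1G21520 and AT4G08780 were lost without single arrays. Among the 8 genes it names as less down-regulated in ahk3/ore12, all 8 had the stated direction, and CHLI2 (-1.04), EMB3105 (-0.21) and RPL9 (-0.53) were not called over all genes. CHLI2 was called without ein2/ore3 3 DAT replicate 1 (-1.61). Adjusted over the list alone, 10 of the 12 genes of Fig. S3 were called.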

Other observations

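The tests chosen only after the results were seen were that of pairs of TFs by their range and the use of the interval between Col time points to decide on a delay. Among 100 of the 648 splits of the 16 arrays within time points, 1 gave as many altered genes as the real split for ein2/ore3 and 3 for ahk3/ore12, the real one included, so that a random grouping of the arrays is excluded at 5 in 100. Among all 128 splits that keep both slides in each group, 3 were as large for each mutant, the real one included, and the others exchanged arrays of 0 DAT only (6768 and 7149 genes for ein2/ore3, 4994 and 5299 for ahk3/ore12). Of the drawn splits, the 2 others as large for ahk3/ore12 (3402 and 11433 genes) exchanged arrays of 0 DAT, 1 of them with 1 array of 1 DAT. The split by slide gave 363 and 2411 genes, in neither case as many as the real one, and the blocked values were 6805 and 4102.

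The effects of both mutants are measured against the same Col arrays. When ein2/ore3 of one slide was set against ahk3/ore12 of the other, with the Col arrays of each slide, the lower of the 2 correlations of effects was 0.613 and the other 0.743, which argues against the shared Col arrays as the whole cause of the overlap. In 20 simulations without effect, the same sign was shared by 66.6% of genes on average, against 84.2% observed.

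A sparser TF network could follow from smaller changes over time against the same replicate noise. The Col profiles shrunk to the range of each TF in ein2/ore3 (median ratio 0.707), with replicate noise added, had a mean density of 0.0629 over 20 simulations, and those shrunk to ahk3/ore12 (0.765) had 0.0620. Unshrunk Col profiles with noise had 0.0669, below the 0.0937 of Col itself, so the added noise alone lowers density and the test does not separate the explanations, which cannot be told apart here. Among TFs whose range in the mutant was at least that in Col, pairs at a Pcc of 0.99 made up 18.8% in ein2/ore3 (24 TFs; 11.6% in Col) and 14.8% in ahk3/ore12 (27 TFs; 10.5% in Col). Among the other TFs, pairs fell from 7.52% to 2.80% in ein2/ore3 and from 8.66% to 4.92% in ahk3/ore12. Between TFs of the 2 kinds, pairs fell from 8.33% to 5.80% in ein2/ore3 and rose from 6.06% to 7.48% in ahk3/ore12. The range and the pairs come from the same values, so a loss of pairs among the TFs that change less over time cannot be told apart from other causes by this split. The TFs were also chosen as DEGs of the Col arrays, which favours pairs in Col, and the effect of that choice was not tested.

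Smaller changes at 3 DAT could reflect a delay along the Col time course. Against the best matching time of Col by linear interpolation, 0.91 d for ein2/ore3 and 1.46 d for ahk3/ore12, the difference left over was 3.17 and 2.11 times the replicate spread, above the 1.5 set before. Interpolation assumes a straight course between time points. Counting only the part of each value outside the interval of the neighbouring Col time points, the ratios at 3 DAT were 2.02 and 1.41. At 1 and 2 DAT they were 1.44 and 1.52 in ein2/ore3 and 0.621 and 1.17 in ahk3/ore12. For ein2/ore3 at 3 DAT a delay alone is argued against on both measures, while its ratios at 1 and 2 DAT lie close to 1.5. For ahk3/ore12 the second lies under 1.5, so that a delay and a change of other kind cannot be told apart with time points 1 d apart.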
